# Role of hepatocyte RIPK1 in maintaining liver homeostasis during metabolic challenges

**DOI:** 10.7554/eLife.96798

**Published:** 2025-01-31

**Authors:** Weigao Zhang, Hu Liu, Danyang Zhang, Yuguo Yi, Liang Tao, Yunfeng Zhu, Shuxian Huang, Xunan Zhao, Qianchao Shao, Peiqi Li, Yiwen Weng, Wei Lu, Jianfa Zhang, Haibing Zhang, Yuxin Chen, Dan Weng

**Keywords:** fasting, RIPK1, liver homeostasis, inflammation, ER stress, Mouse

## Abstract

As a central hub for metabolism, the liver exhibits strong adaptability to maintain homeostasis in response to food fluctuations throughout evolution. However, the mechanisms governing this resilience remain incompletely understood. In this study, we identified Receptor interacting protein kinase 1 (RIPK1) in hepatocytes as a critical regulator in preserving hepatic homeostasis during metabolic challenges, such as short-term fasting or high-fat dieting. Our results demonstrated that hepatocyte-specific deficiency of RIPK1 sensitized the liver to short-term fasting-induced liver injury and hepatocyte apoptosis in both male and female mice. Despite being a common physiological stressor that typically does not induce liver inflammation, short-term fasting triggered hepatic inflammation and compensatory proliferation in hepatocyte-specific RIPK1-deficient (*Ripk1*-hepKO) mice. Transcriptomic analysis revealed that short-term fasting oriented the hepatic microenvironment into an inflammatory state in *Ripk1*-hepKO mice, with up-regulated expression of inflammation and immune cell recruitment-associated genes. Single-cell RNA sequencing further confirmed the altered cellular composition in the liver of *Ripk1*-hepKO mice during fasting, highlighting the increased recruitment of macrophages to the liver. Mechanically, our results indicated that ER stress was involved in fasting-induced liver injury in *Ripk1*-hepKO mice. Overall, our findings revealed the role of RIPK1 in maintaining liver homeostasis during metabolic fluctuations and shed light on the intricate interplay between cell death, inflammation, and metabolism.

## Introduction

During the long evolutionary history, mammals have frequently encountered various metabolic stresses arising from fluctuations in food availability. The liver, functioning as the central hub for metabolism, exhibits remarkable adaptability in maintaining both hepatic and systemic homeostasis when faced with these metabolic challenges (Bernardo-Seisdedos et al., 2021). Acute fasting, as one of the main causes of metabolic stress, is known to trigger hepatic glycogen depletion, increased production of hepatic glucose and ketone bodies, adipose tissue lipolysis, and the influx and accumulation of lipids in the liver (Inokuchi-Shimizu et al., 2014; Petersen et al., 2017; Zoncu et al., 2011). Under normal circumstances, the liver possesses the capability to shield itself from hepatic lipotoxicity caused by the elevated lipid influx and accumulation during fasting (Cotter et al., 2014; Fromenty and Roden, 2023). Nevertheless, the underlying mechanisms governing the liver’s adaptive capacity to counteract lipotoxicity induced by metabolic stress are not fully understood.

The serine/threonine kinase RIPK1 is a crucial mediator of cell death and inflammation (Mifflin et al., 2020; Zhao et al., 2023). It manifests two distinct, even opposing functions: its scaffold function regulates cell survival and activation of NF-κB pathway, while its kinase activity promotes cell death including apoptosis and necroptosis (Clucas and Meier, 2023; Ofengeim and Yuan, 2013). Both functions play crucial regulatory roles across a spectrum of physiological and pathological scenarios. Notably, the kinase activity of RIPK1 has been extensively studied due to its association with the deleterious effects in pathological situations (Majdi et al., 2020; Tao et al., 2021; Xu et al., 2021; Yin et al., 2022). In contrast, the scaffold function of RIPK1 is less studied and current evidences suggest that it plays an essential role in maintaining tissue homeostasis within physiological context (Mei et al., 2021; Najafov et al., 2021). The scaffold function of RIPK1 has been studied using *Ripk1*^−/−^ cells or RIPK1-deficient mice (Kelliher et al., 1998; Mei et al., 2021; Najafov et al., 2021; Rickard et al., 2014; Silke et al., 2015). The postnatality death of *Ripk1*^−/−^ mice suggested that the scaffold function of RIPK1 plays an essential role in normal development, acting as a brake to prevent cell death and inflammation in different tissues (Kelliher et al., 1998; Rickard et al., 2014; Silke et al., 2015). Deletion of RIPK1 results in the loss of its scaffold function and unleashes the release of subsequent deleterious part with cell death and inflammation. Generation of conditional knockout mice with RIPK1 deletion in different tissues or cell types results in different phenotypes, suggesting that the role of RIPK1 scaffold in different tissues is dependent on the context in tissue or cells (Dannappel et al., 2014; Filliol et al., 2016; Imanishi et al., 2023; Lu et al., 2023). In contrast to the severe phenotype observed in mice with RIPK1 deletion in epithelial cells, mice lacking RIPK1 in hepatocytes (*Ripk1*-hepKO) exhibit a surprising state of health and normal under steady conditions (Dannappel et al., 2014; Filliol et al., 2016). Nonetheless, when confronted with pathogen-associated molecular patterns (PAMPs) or viral challenges, *Ripk1*-hepKO mice display heightened inflammation and cell death (Farooq et al., 2019; Filliol et al., 2017; Filliol et al., 2016). However, the precise role of hepatocellular RIPK1 in liver physiology remains unknown.

This study aimed to investigate the physiological functions of RIPK1 in the liver. Hepatocyte-specific RIPK1-deficient mice (*Ripk1*-hepKO) were generated and subjected to a 12-hr fasting period. Surprisingly, we observed that RIPK1 deficiency in hepatocytes sensitized the liver to acute liver injury and hepatocyte apoptosis. Remarkably, both male and female *Ripk1*-hepKO mice exhibited fasting-induced liver injury and apoptosis, emphasizing the robustness of this phenotype across genders. Furthermore, short-term fasting triggered hepatic inflammation in *Ripk1*-hepKO mice, as indicated by elevated expression of inflammatory markers and increased compensatory proliferation, potentially linked to hepatocellular carcinoma markers.

Transcriptomic profiling of liver tissues revealed that RIPK1 deficiency amplified the proinflammatory response during fasting, with up-regulated expression of inflammation-associated genes and enhanced recruitment of immune cells to the liver. Single-cell RNA sequencing further dissected the altered cellular composition in *Ripk1*-hepKO mice, highlighting an expansion of recruited macrophages (RMs) and NK&T cells. Sub-clustering of macrophages unveiled an increased presence of RMs in *Ripk1*-hepKO mice during fasting, suggesting their role in driving the fasting-induced inflammatory state. In summary, our study sheds light on the critical role of RIPK1 in maintaining liver homeostasis during short-term fasting and provides insights into the intricate interplay between cell death, inflammation, and liver adaptation to metabolic challenges.

## Results

### RIPK1 deficiency in hepatocytes sensitizes the liver to short-term fasting-induced liver injury and hepatocyte apoptosis

To investigate the physiological functions of RIPK1 in liver homeostasis, hepatocyte-specific RIPK1-deficient mice (*Ripk1*-hepKO mice) were generated by crossing *Ripk1^flox/flox^* mice (*Ripk1*-Con mice) with *Albumin*-Cre transgenic mice. Deletion of RIPK1 in hepatocytes was confirmed by the analysis of RIPK1 expression in the liver tissue (Figure 1—figure supplement 1A). Consistent with previous reports (Filliol et al., 2016), *Ripk1*-hepKO mice were normal and healthy. Then both *Ripk1*-hepKO mice and their control littermates were subjected to short-term 12-hr fasting from 8:00 p.m. to 8:00 a.m. To our surprise, short-term fasting induced a significant increase in serum transaminase (alanine amino-transferase (ALT) and aspartate amino-transferase (AST)) levels in *Ripk1*-hepKO mice but not in their wild-type controls, suggesting that RIPK1 deficiency sensitizes the liver to short-term fasting, inducing acute liver injury (Figure 1A, B). Since RIPK1 is a key player regulating cell death including caspase-8-mediated apoptosis and RIPK3-MLKL-mediated necroptosis, we next examined whether the liver injury was due to cell apoptosis or necroptosis. As Figure 1C, D shown, the number of TUNEL-positive cells in the liver of *Ripk1*-hepKO mice was significantly higher compared to the control mice. Cleaved caspase-3 and phospho-MLKL are widely recognized as key proteins involved in the execution of apoptosis and necroptosis, respectively, and are commonly used as markers to detect these types of cell death. However, we were unable to detect the expression of cleaved caspase-3 and phospho-MLKL using the western blot, possibly due to their low expression levels (Figure 1—figure supplement 1A). Instead, we employed an immunofluorescence assay, which might be more sensitive for such detections. As indicated in Figure 1E, F, the number of cleaved caspase-3-positive cells was significantly higher in *Ripk1*-hepKO mice compared to controls. In contrast, we did not observe any change in the number of phospho-MLKL-positive cells in *Ripk1*-hepKO mice (Figure 1G). These results suggest that fasting-induced acute liver injury in *Ripk1*-hepKO mice might be due to apoptosis rather than necroptosis. To further investigate which cell types were undergoing apoptosis, we conducted the co-staining with TUNEL and Alb immunofluorescence, and the results demonstrated that most of TUNEL-positive cells co-localized with Alb-positive staining (Figure 1H), suggesting that short-term fasting-induced apoptosis mainly in hepatic parenchymal cells in *Ripk1*-hepKO mice.

**Figure 1.**
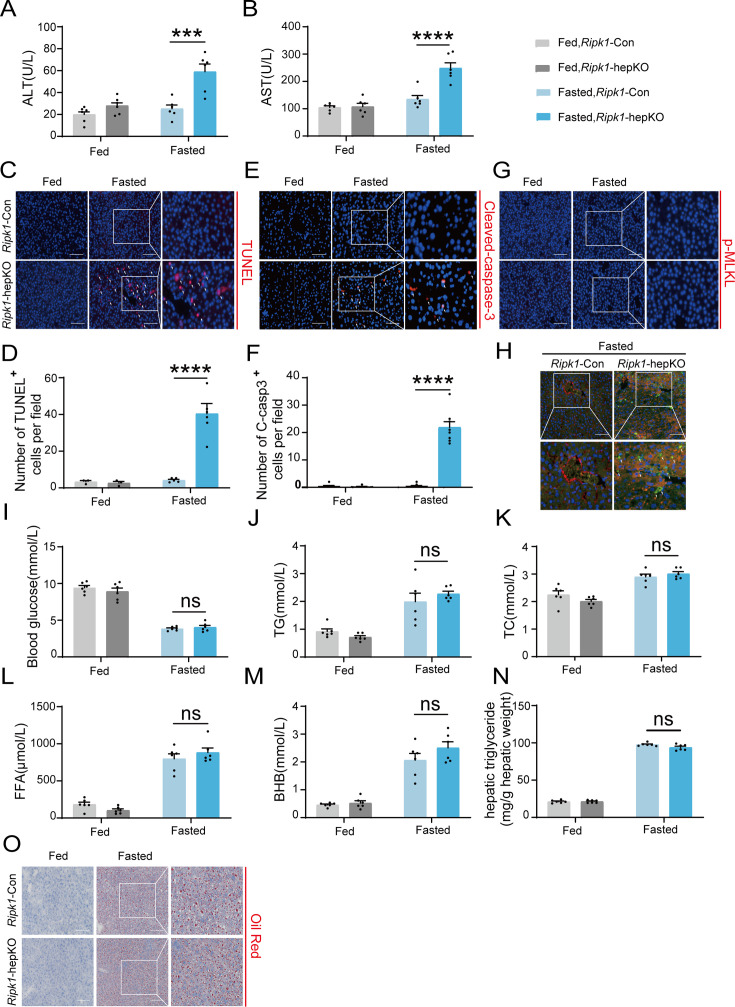
RIPK1 deficiency in hepatocytes sensitizes the liver to short-term fasting-induced liver injury and hepatocyte apoptosis. (**A**) Serum alanine amino-transferase (ALT) levels. (**B**) Serum aspartate amino-transferase (AST) levels. (**C**, **D**) Representative images and quantification of TUNEL staining. Scale bar, 100 μm. (**E**, **F**) Representative images and quantification of liver sections stained with anti-cleaved caspase-3 antibody (red) and DAPI (blue). Scale bar, 100 μm. (**G**) Representative images of liver sections stained with anti-phospho-MLKL antibody (red) and DAPI (blue). Scale bar, 100 μm. (**H**) Fluorescence microscopy images of the liver stained with anti-ALB antibody (red), TUNEL (green), and DAPI (blue). Scale bar, 100 μm. (**I**) Blood glucose levels. (**J**) Serum triglycerides (TG) levels. (**K**) Serum total cholesterol (TC) levels. (**L**) Serum free fatty acids (FFA) levels. (**M**) Serum β-hydroxybutyrate (BHB) levels. (**N**) Hepatic TG levels (mg/g tissue). (**O**) Liver tissue was stained by Oil Red O. Scale bar, 100 μm. The data was analyzed via two- or one-way ANOVA. Data are expressed as mean ± SEM (*n* = 6 per group). Asterisks denote statistical significance. ns, no significant, ***p < 0.001, ****p < 0.0001.

**Figure 1—figure supplement 1.**
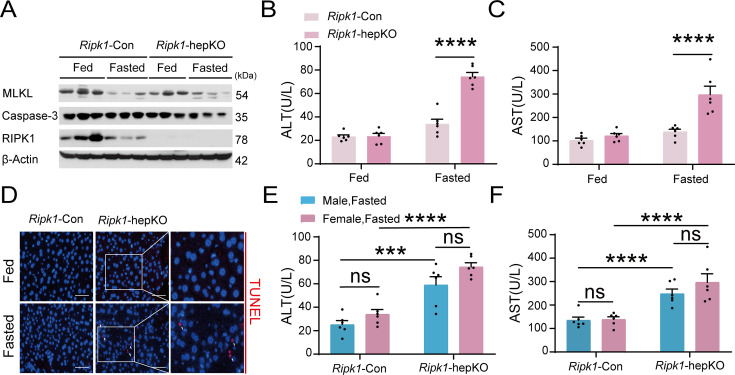
RIPK1 deficiency in hepatocytes sensitizes the liver to short-term fasting-induced liver injury and hepatocyte apoptosis in female mice. (**A**) Western blot analysis of MLKL, Caspase-3, RIPK1, and β-Actin in liver tissue. (**B**) Serum alanine amino-transferase (ALT) levels. (**C**) Serum aspartate amino-transferase (AST) levels. (**D**) Representative fluorescence microscopy images of TUNEL staining. Scale bar, 50 μm. (**E, F**) There was no obvious difference between male and female mice in serum ALT (**E**) and AST (**F**) levels upon fasting. The data was analyzed via two- or one-way ANOVA. Data are expressed as mean ± SEM (*n* = 6 per group). Asterisks denote statistical significance. ns, no significant, ***p < 0.001, ****p < 0.0001. Figure 1—figure supplement 1—source data 1.PDF file containing original western blots for Figure 1—figure supplement 1A, indicating the relevant bands and treatments. Figure 1—figure supplement 1—source data 2.Original files for western blot analysis displayed in Figure 1—figure supplement 1A.

**Figure 1—figure supplement 2.**
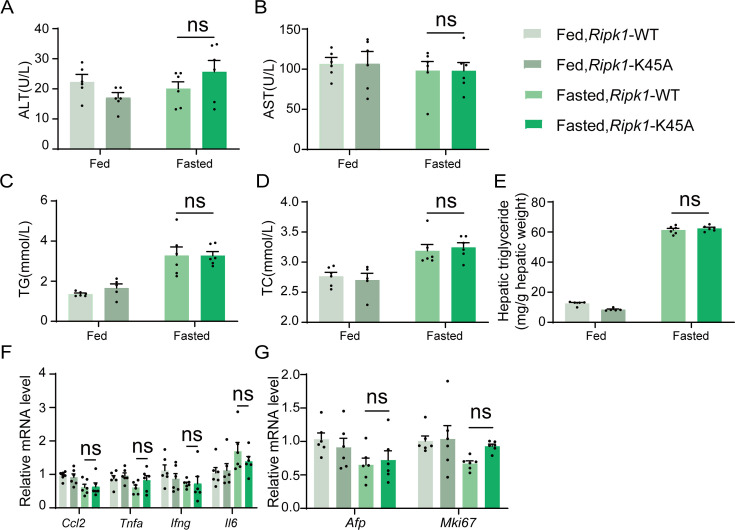
Analysis of *Ripk1*-WT and *Ripk1*-K45A mice before and after a 12-hr fasting period. (**A**) Serum alanine amino-transferase (ALT) levels. (**B**) Serum aspartate amino-transferase (AST) levels. (**C**) Serum triglycerides (TG) levels. (**D**) Serum total cholesterol (TC) levels. (**E**) Hepatic TG levels (mg/g tissue). (**F**) Expression of inflammatory genes in the liver assessed by qPCR. (**G**) Transcriptional expression of *Afp* and *Mki67* in liver tissue. The data was analyzed via two- or one-way ANOVA. Data are expressed as mean ± SEM (*n* = 6 per group). ns, no significant.

It is known that fasting induces hypoglycemia and adipose tissue lipolysis, leading to the release of free fatty acids (FFA), which are transported to liver to facilitate the production of ketone bodies through fatty acid beta oxidation. We next investigated whether RIPK1 deficiency in hepatocytes affected the metabolic parameters during fasting. As Figure 1I–O shown, short-term fasting significantly decreased the blood glucose level, elevated the plasma levels of triglycerides (TG), total cholesterol (TC), FFA, β-hydroxybutyrate, and hepatic TG, and there was no obvious difference between wild-type control and *Ripk1*-hepKO mice, suggesting that RIPK1 deficiency did not affect the lipid metabolism in liver during fasting.

We next investigated whether sex difference affects fasting-induced acute liver injury in *Ripk1*-hepKO mice. Female *Ripk1*-Con mice and their *Ripk1*-hepKO littermates were subjected to short-term fasting. Consistent with male mice, we observed a significant increase in serum ALT/AST levels and hepatic TUNEL-positive cells in *Ripk1*-hepKO female mice (Figure 1—figure supplement 1B–F), suggesting that RIPK1 deficiency sensitizes the liver to short-term fasting-induced liver injury and hepatocyte apoptosis in both male and female mice.

Considering the complex and contrasting roles of RIPK1’s scaffold function and kinase activity, to investigate whether the kinase activity of RIPK1 also contributes to maintaining hepatic homeostasis during fasting, RIPK1 kinase-dead (*Ripk1*-K45A) mice were utilized and subjected for short-term fasting. As shown in Figure 1—figure supplement 2A, B, we observed no increase in serum ALT/AST levels in *Ripk1*-K45A mice after 12 hr of fasting, suggesting that short-term fasting did not cause acute liver injury in these mice, unlike in *Ripk1*-hepKO mice. Additionally, short-term fasting resulted in elevated plasma levels of TG, TC, and hepatic TG, with no significant differences between wild-type controls and *Ripk1*-K45A mice (Figure 1—figure supplement 2C–E). This suggests that the inactivation of RIPK1 kinase does not affect lipid metabolism in the liver during fasting and this was consistent with *Ripk1*-hepKO mice.

### Short-term fasting-induced hepatic inflammation and compensatory proliferation in *Ripk1*-hepKO mice

As a central hub for metabolism and many other physiological processes, liver coordinates a series of adaptations to maintain tissue homeostasis during food and energy fluctuations. Normally, short-term or temporary fasting will not disrupt liver homeostasis and cause tissue cell death and inflammation. However, consistent with liver injury and hepatocyte death, short-term fasting-induced hepatic inflammation in *Ripk1*-hepKO mice. As demonstrated in Figure 2A, the transcriptional expression of inflammatory markers, including Ccl2, *Tnfa*, *Ifng*, and *Il6*, was all significantly induced in *Ripk1*-hepKO mouse liver tissue, in contrast to wild-type littermates. We also examined the protein level of TNFα by histological staining (Figure 2B, C). As liver damage is known to activate compensatory proliferation, which is thought to promote hepatocarcinogenesis (Inokuchi et al., 2010; Yang et al., 2013), we also evaluated the expression of *Afp*, a marker gene of hepatocellular carcinoma, and Mki67, a proliferation-related antigen, and found a significant increase in both markers in *Ripk1*-hepKO mice after fasting (Figure 2D). To validate these findings at the protein level, we used immunohistochemistry of MKI67 to measure the rate of compensatory proliferation in livers and found a significant increase in the number of MKI67-positive cells in *Ripk1*-hepKO mice after 12 hr of fasting when liver injury was detected (Figure 2E). Similarly, flow cytometric analysis of liver tissue from mice after 12 hr of fasting also revealed a significant increase in the number of MKI67-positive cells in *Ripk1*-hepKO mice compared to control mice (Figure 2F, G). In contrast, no changes were observed in the transcriptional expression of inflammatory markers (Ccl2, *Tnfa*, *Ifng*, and *Il6*) or compensatory proliferation markers (*Afp* and *Mki67*) in the liver tissue of *Ripk1*-K45A mice during fasting (Figure 1—figure supplement 2F, G). Taken together, these results suggested that short-term fasting ignited inflammation and caused compensatory proliferation in *Ripk1*-hepKO mice.

**Figure 2.**
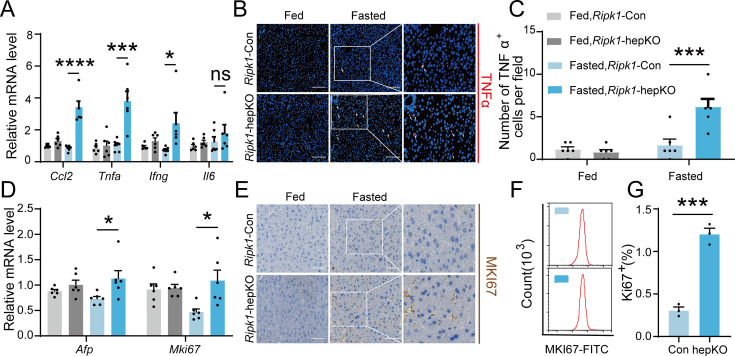
Short-term fasting-induced hepatic inflammation and compensatory proliferation in *Ripk1*-hepKO mice. (**A**) Hepatic mRNA expression of the inflammatory molecules. (**B, C**) Representative images and quantification of the liver stained with anti-TNFα antibody (red) and DAPI (blue). Scale bar, 100 μm. (**D**) Transcriptional expression of *Afp* and *Mki67* in liver tissue. (**E**) Representative images of the liver stained with anti-MKI67 antibody (brown) and hematoxylin (blue). Scale bar, 50 μm. (**F**) Representative flow cytometry plots showing MKI67-positive cells in the liver tissue (*n* = 3 per group). (**G**) Relative increase of MKI67-positive cells in the liver tissue of *Ripk1*-hepKO mice after 12 hr of fasting compared to that of *Ripk1*-Con mice (*n* = 3 per group). The data was analyzed via two- or one-way ANOVA. Data are expressed as mean ± SEM (*n* = 6 per group). ns, no significant, *p < 0.05, ***p < 0.001, ****p < 0.0001.

### Transcriptomic profile of the mouse liver tissue upon short-term fasting

We next analyzed the liver transcriptome profiles to further characterize how short-term fasting oriented the hepatic microenvironment into an inflammatory state in *Ripk1*-hepKO mice. Consistent with previous reports, fasting significantly remodeled the transcriptional expression of various genes associated with metabolism in wild-type mice, among which 454 genes were up-regulated and 545 genes were down-regulated (Figure 3—figure supplement 1A). As expected, pathway enrichment (Kyoto Encyclopedia of Genes and Genomes, KEGG) analysis revealed that these differentially expressed genes (DEGs) were primarily enriched in metabolism-associated pathways, including fatty acid degradation, PPAR signaling pathway and MAPK signaling pathway (Figure 3—figure supplement 1B). Cluster analysis showed that fasting significantly altered metabolism-related genes in *Ripk1*-Con mice (Figure 3—figure supplement 1C). To be noteworthy, in wild-type mice, fasting normally suppressed the expression of immune- or inflammation-related genes, in agreement with the shifted energy to guarantee the need for basic survival other than immune protection during food deprivation. RIPK1 deficiency in hepatocytes did not greatly affect the gene expression profiles when food was available and there were 25 up-regulated and 54 down-regulated genes which were mostly associated with alcoholic liver disease, vascular smooth muscle contraction and cardiomyopathy in *Ripk1*-hepKO mice compared to wild-type control at fed state (Figure 3—figure supplement 1D, E). However, when subjected to metabolic fluctuation with short-term fasting, loss of RIPK1 in hepatocytes amplified the affect, and there were additional 85 up-regulated and 29 down-regulated genes identified in *Ripk1*-hepKO mice compared to the *Ripk1*-Con group (p < 0.05, |log2(fold change)| ≥ 1) (Figure 3A). Pathway enrichment (KEGG) analysis revealed that these DEGs were primarily enriched in inflammation-associated pathways, including TNF signaling pathway, IL-17 signaling pathway, toll-like receptor signaling pathway, NF-κB signaling pathway, etc. (Figure 3B). Cluster analysis of the DEGs revealed that hepatocyte-specific deletion of RIPK1 significantly induced the expression of many genes involved in the inflammatory process after fasting, including *Ccl2*, *Clec4e*, *Ikbke*, *Tnfaip3*, etc. (Figure 3C). Through further analysis of the transcriptome data, we observed a significant increase in the expression chemokine-related genes involved in the recruitment of immune cells, such as *Itgam*, *Ccr2*, and *Cx3cr1* (Figure 3C). To validate these findings at the protein level, we conducted immunofluorescence staining for F4/80, a marker for liver-resident immune cells, and CD11b, CCR2, and CX3CR1, markers for liver-recruited immune cells. Our results demonstrated a significant increase in the number of CD11b-, CCR2-, and CX3CR1-positive cells in *Ripk1*-hepKO mice after fasting, while F4/80 expression remained unchanged (Figure 3D, E). These results suggested that in contrast to the immunosuppression state of liver during fasting, RIPK1 deficiency sensitize the liver into a proinflammatory state, with induced expression of inflammation and immune cell recruitment-associated genes. Hepatic gene expression profile reflected the dynamics of RMs into liver in *Ripk1*-hepKO mice. RIPK1 might be act as an important protein to maintain the immune tolerant homeostasis in liver during metabolism changes.

**Figure 3.**
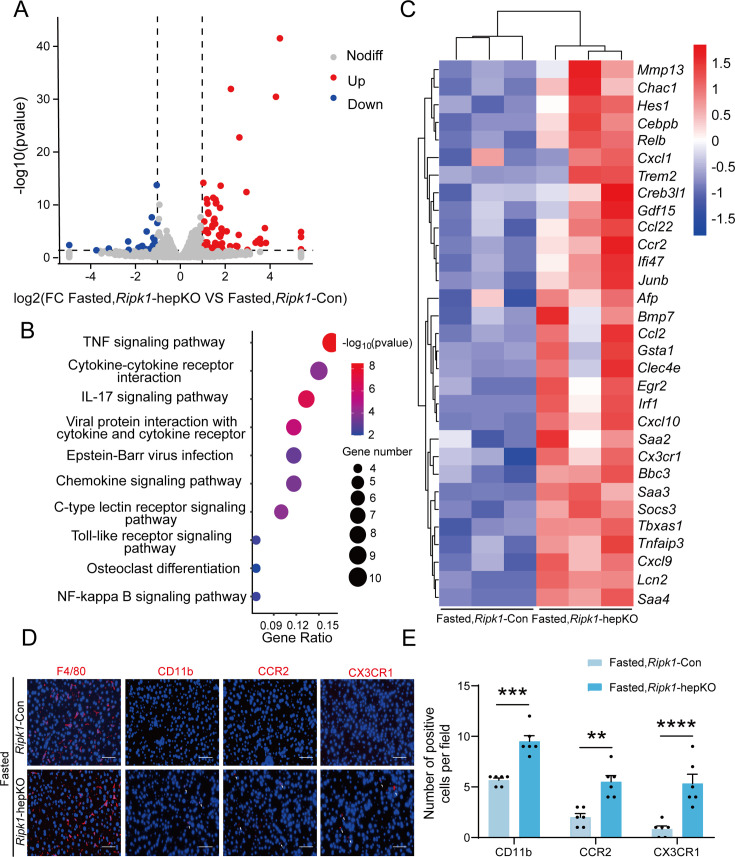
Transcriptome sequencing of the liver tissue from *Ripk1*-Con and *Ripk1*-hepKO mice. (**A**) The volcano plot of differentially expressed genes was illustrated. The blue spots represent the down-regulated genes in *Ripk1*-hepKO group compared with control (*Ripk1*-Con) group, and the red spots represent the up-regulated genes in *Ripk1*-hepKO group. (**B**) The altered signaling pathways were enriched by Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis. (**C**) The genes which expression were significantly altered in *Ripk1*-hepKO group were depicted in the heatmap. (**D**, **E**) Representative fluorescence microscopy images and quantification of the liver stained with anti-F4/80 antibody (red), anti-CD11b antibody (red), anti-CCR2 antibody (red), anti-CX3CR1 antibody (red), and DAPI (blue), respectively. Scale bar, 100 μm. The data was analyzed via two- or one-way ANOVA. Data are expressed as mean ± SEM (*n* = 6 per group). ns, no significant, **p < 0.01, ***p < 0.001, ****p < 0.0001.

**Figure 3—figure supplement 1.**
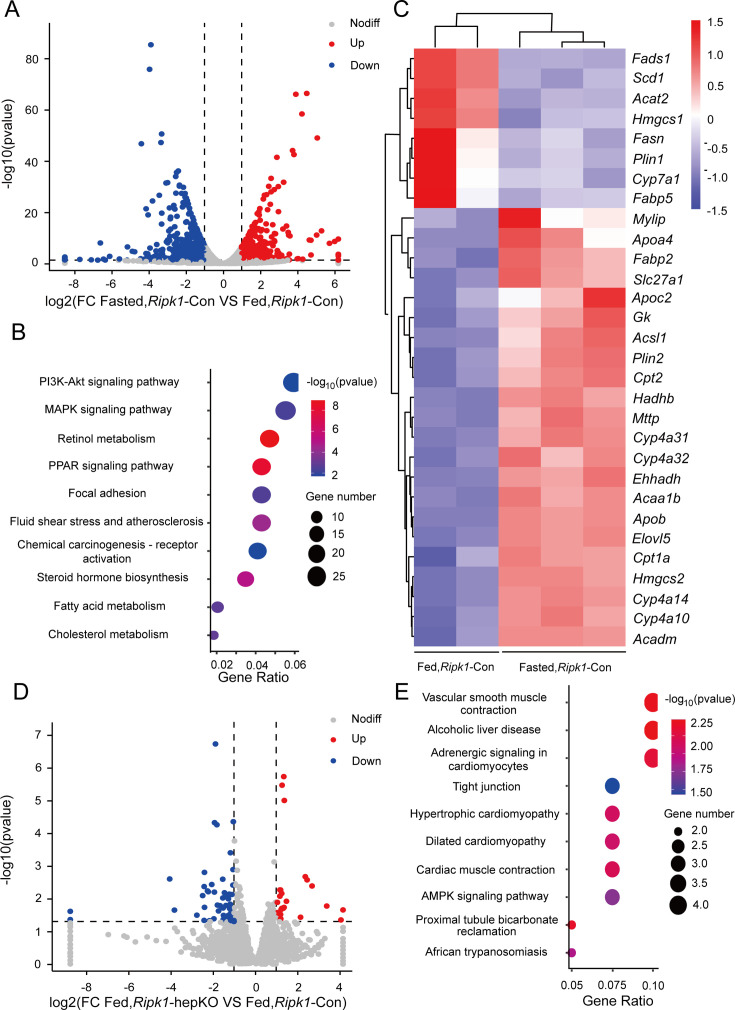
Transcriptome sequencing of the liver tissue from *Ripk1*-Con and *Ripk1*-hepKO mice. (**A**) The volcano plot of differentially expressed genes was illustrated. The blue spots represent the down-regulated genes in fasted group compared with control (fed) group and the red spots represent the up-regulated genes in *Ripk1*-Con mice. (**B**) The altered signaling pathways were enriched by Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis. (**C**) The genes which expression were significantly altered in fasted group were depicted in the heatmap. (**D**) The volcano plot of differentially expressed genes was illustrated. The blue spots represent the down-regulated genes in *Ripk1*-hepKO group compared with control (*Ripk1*-Con) group and the red spots represent the up-regulated genes in *Ripk1*-hepKO group. (**E**) The altered signaling pathways were enriched by KEGG analysis.

### Single-cell RNA sequencing analysis of the mouse liver tissue

Transcriptomic profiling of whole liver tissue revealed that hepatic inflammation induced by fasting in *Ripk1*-hepKO mice was likely arising from enhanced recruitment of immune cells to the liver. To confirm this hypothesis, we performed single-cell RNA sequencing of liver non-parenchymal cells isolated from *Ripk1*-hepKO or *Ripk1-Con* mice upon fasting. 

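Droplet single-cell RNA sequencing tags the RNA of each cell with a barcode and each captured molecule with a unique molecular identifier (UMI), so that a gene's count in a cell is a number of molecules. Male mice were fasted for 12 hr, the liver was digested with enzymes, red blood cells were lysed and dead cells removed, and the 3′ ends of transcripts were sequenced. The design had 1 library per genotype. There were therefore no replicates, and the intervals given with shares, numbers and ratios are exact 95% intervals that cover counting error only. Levels are given in CPM, the UMIs of a gene scaled to a common total over the cells concerned, and log2 ratios are of the library labelled *Ripk1*-hepKO over the library labelled *Ripk1*-Con.

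The library labelled *Ripk1*-hepKO was the deeper of the pair, with 52,803,525 UMIs against 36,299,854 (1.45 times as many). A median cell held 3178.5 UMIs and 1309 genes there, against 2404.5 UMIs and 1102 genes in the library labelled *Ripk1*-Con. No barcode held fewer than 500 UMIs. UMIs of the Y-linked gene *Ddx3y* were frequent in both (2871 and 3319) and those of *Xist* rare (14 and 7), as in male tissue.

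*Ripk1* (ENSMUSG00000021408) is the gene targeted. It lies on chromosome 13 of GRCm38, at 34,002,363 to 34,037,147. Over all cells its level was 34.0 CPM (32.1 to 35.9) in the library labelled *Ripk1*-Con and 33.9 (32.3 to 35.5) in the other, a log2 ratio of -0.00 (-0.11 to 0.10). The deletion is confined to hepatocytes, and these were few after a preparation aimed at non-parenchymal cells. In the 149 hepatocyte-like cells of the library labelled *Ripk1*-Con the level was 7.80 (4.55 to 12.5, from 17 UMIs). In the 287 of the library labelled *Ripk1*-hepKO it was 26.0 (18.4 to 35.7, from 38 UMIs), a log2 ratio of 1.74 (0.88 to 2.65). The median log2 ratio of all genes in these cells was 0.67, and they came mostly from different clusters: cluster 24 gave 130 of the former and cluster 21 gave 254 of the latter. Within cluster 24 the level was 7.92 and 31.2 (17 and 16 UMIs, log2 ratio 1.98, 0.90 to 3.05), and in cluster 21 there were 0 and 22 UMIs, the 0 in only 19 cells. The paper's limits on cells, of which the one on mitochondrial UMIs falls mostly on cluster 24 (median share 30.8%, against 2.26% in cluster 21), leave 53 and 233 of these cells. The log2 ratio there was 1.56 (0.40 to 2.90, from 8 and 29 UMIs). UMIs of the targeted gene were thus not fewer where the label says it was deleted, and each library is called by its label for this reason. Only 3′ ends were counted, so a deletion of exons that leaves the 3′ end in place would not show, and the level cannot refute the labels.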

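All barcodes of the 2 libraries were clustered together from log-normalized counts, with 2000 variable genes and no alignment between libraries. This gave 35 clusters, 30 of them with at least 100 cells. Names were given from marker genes to 26 clusters, and 9 were left unnamed by thresholds that were set after the clusters had been seen. Of these 9, 6 had over 50% of their cells called doublets. Cells in unnamed clusters made up 15.7% of the library labelled *Ripk1*-Con (1631 cells) and 8.22% of the other (978 cells). Cluster 6 held 952 cells of the library labelled *Ripk1*-Con and 18 of the other, and without it the unnamed shares were 7.21% and 8.08%, in the opposite order. Cluster 6 was led by immunoglobulin genes (*Igha*, *Ighg1*, *Jchain*) together with *Mpo*, and its cells were shallow, with a median of 1340.5 UMIs. Doublets called by Scrublet were 376 cells (3.62%) and 491 cells (4.13%). They were kept, since the number of cells the paper gives is the number of all barcodes.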

A total of 22,274 single-cell transcriptomes (10,374 *Ripk1*-Con; 11,900 *Ripk1*-hepKO) were obtained, and 30 major clusters were identified by T-distributed stochastic neighbor embedding (t-SNE) visualization, representing different cell types based on marker gene expression (Figure 4—figure supplement 1A, B). As the result shown, short-term fasting led to significant changes in the cellular composition of the liver in *Ripk1*-hepKO mice, characterized by an increase in the number of cells in clusters 12, 14, 19, 22, and 28 and a decrease in the number of cells in clusters 9, 11, 22, 26, and 29, compared to control mice (Figure 4—figure supplement 1C, D). 

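The numbers of the clusters described here follow their size and are not those of the study. Between the libraries, 5 clusters had a share over 2-fold larger in the library labelled *Ripk1*-hepKO and 3 a share over 2-fold smaller. Among the 30 larger clusters these numbers were 4 and 2, and 20 clusters stayed within 1.5-fold. The count of smaller clusters was 4 without barcodes under 1000 UMIs and 2 with the limits of the paper on cells, and that of larger clusters ranged from 5 to 6.

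Macrophage-like clusters 12 and 14 were among those with larger shares. Cluster 14 rose from 118 to 484 cells (log2 ratio of shares 1.84, 1.55 to 2.14) and cluster 12 from 212 to 533 cells (1.13, 0.90 to 1.37). The third macrophage-like cluster, 7, held 475 and 488 cells. The other larger clusters were plasma-cell-like cluster 27 (39 and 99 cells), neutrophil-like cluster 33 (9 and 38 cells) and hepatocyte-like cluster 21 (19 and 254 cells). Cluster 6 was smaller by a log2 ratio of -5.92, hepatocyte-like cluster 24 (130 and 33 cells) by -2.18 and cholangiocyte-like cluster 34 (14 and 8 cells) by -1.01. Clusters 6, 21, 33, 14 and 24 drew 98.1%, 93.0%, 80.9%, 80.4% and 79.8% of their cells from a single library, so that each, macrophage-like cluster 14 included, can be a feature of that library and not a type of cell.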

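Names rest on the genes the paper lists and on added markers of the same types, and are written as "like" because no other evidence on the cells was used. The 8 classes of the study were all found, and 3 further classes were named: conventional dendritic cells, cholangiocytes and erythroid cells. The listed genes defined the classes, so their levels describe the naming and are not results. In the library labelled *Ripk1*-Con, *Siglech* was at 3079 CPM in DC-like cells against 5.32 in all others. *Cd79a* was at 2601 in B-like cells against 151, *Kdr* at 2699 in EC-like cells against 90.9, and *Nkg7* at 948 in NK&T-like cells against 77.3. Some listed genes separated their class poorly: *H2-Ab1* was at 1691 in DC-like cells and 989 elsewhere, and *Ifitm2* at 980.3 in macrophage-like cells and 639.8 elsewhere. *Alb* was abundant enough in hepatocyte-like cells (42,784) to be seen in all other cells together (212).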

In order to further explore the significance of these changes, we identified eight major cellular clusters in 12-hr fasted control liver, including B cells (*Cd19*, *Cd79a*, *Fcmr*, *Cd79b*, *Ebf1*), neutrophils (*S100a8*, *Csf3r*, *S100a9*, *Mmp9*), ECs (*Igfbp7*, *Ptprb*, *Clec4g*, *Kdr*), PCs (*Sdc1*, *CD138*), DCs (*Ly6d*, *Siglech*, *Rnase6*, *H2-Ab1*), NK&T cells (*Nkg7*, *Xcl1*, *Cd3d*, *Gzma*), macrophages (*Adgre1*, *Csf1r*, *Sdc3*, *Ifitm2*), and hepatocytes (*Alb*, *Saa1*, *Apoc1*, *Mup20*) (Figure 4A; Sun et al., 2022; Zhao et al., 2020). 

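Macrophage-like cells were 805 of 10,374 cells in the library labelled *Ripk1*-Con (7.76%, 7.25 to 8.29) and 1505 of 11,900 in the library labelled *Ripk1*-hepKO (12.6%, 12.1 to 13.3), a difference of 4.89 percentage points (4.09 to 5.68). NK&T-like cells were 2562 (24.7%) and 3505 (29.5%), a difference of 4.76 points (3.58 to 5.93). Of the other 6 classes of the study, 3 also took a larger share of the library labelled *Ripk1*-hepKO. These were hepatocyte-like cells (1.44% and 2.41%), DC-like cells (0.925% and 1.79%) and PC-like cells (4.65% and 4.97%), the last with a difference of 0.329 points (-0.242 to 0.896) that spans 0. The shares of B-like, EC-like and neutrophil-like cells were smaller by 1.75, 1.55 and 1.19 points. The neutrophil-like difference was -3.37 points among immune cells and -10.3 points with only the 8 classes of the study, where cluster 6 counts as neutrophils. The B-like difference was -5.12 points (-6.40 to -3.84) among immune cells. The DC-like difference was 1.86 points with only the 8 classes.

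A share depends on the cells it is taken of. Clustering on 20 principal components moved the macrophage-like difference most, to 2.04 points, and taking only immune cells moved the NK&T-like difference most, to 1.78 points (0.198 to 3.36). Over the 7 classes that Figure 4B draws, macrophage-like cells made up 10.2% and 15.4%, and NK&T-like cells 32.5% and 35.8%. The direction from control to knockout is that of the labels. The 3′ UMIs of *Ripk1* in hepatocyte-like cells run against them, though a deletion that leaves the 3′ end would not be seen. From the larger numbers of these 2 classes the paper proposes that immune cells were recruited into the liver.

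**Figure D1:**
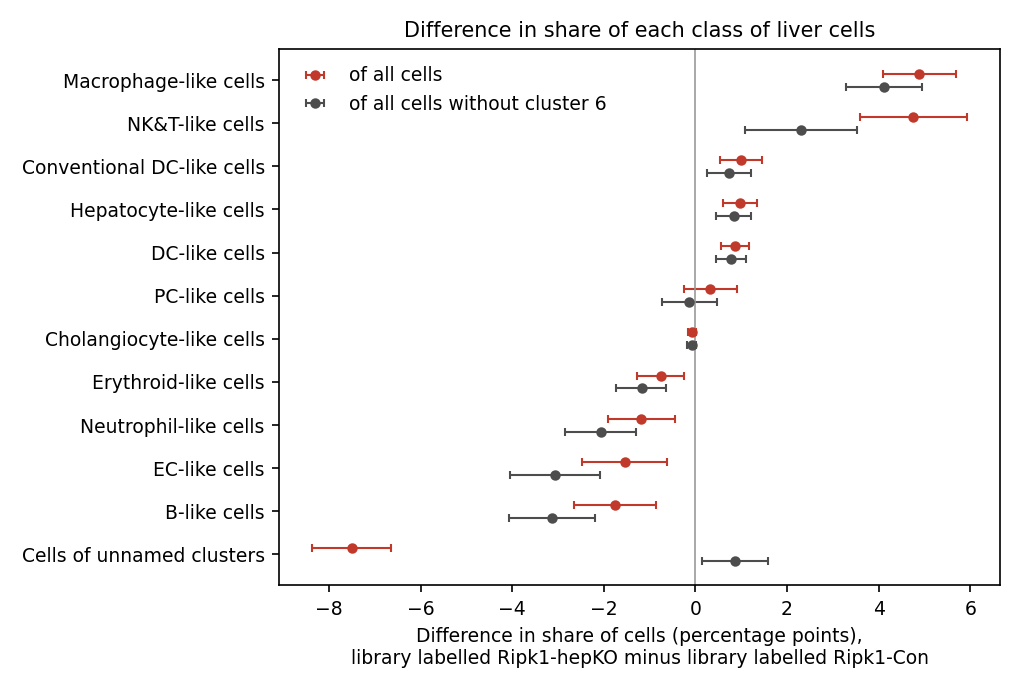
Difference in the share of each class of liver cells (percentage points, library labelled *Ripk1*-hepKO minus library labelled *Ripk1*-Con), of all cells (red) and without cluster 6 (grey), with 95% counting intervals as bars. Macrophage-like and NK&T-like cells lie to the right of 0 with either denominator, the NK&T-like cells by less without cluster 6 (2.31 points).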

As the result shown, the numbers of macrophages and NK&T cells were increased in the liver of *Ripk1*-hepKO mice compared to that of *Ripk1*-Con mice upon short-term fasting, suggesting the dynamics of recruited immune cells into liver in *Ripk1*-hepKO mice (Figure 4B). We next focused on liver macrophages, which might contribute to the fasting-induced inflammatory state in *Ripk1*-hepKO mice.

**Figure 4.**
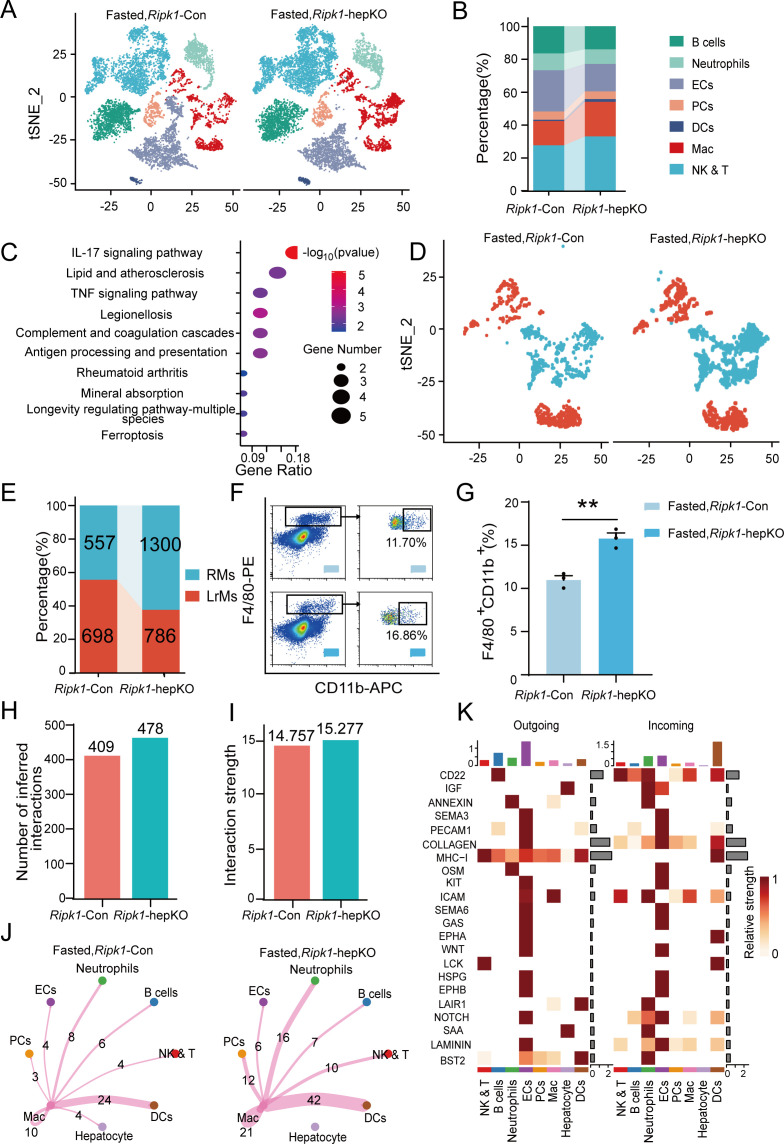
Single-cell RNA sequencing of liver tissue from *Ripk1*-Con and *Ripk1*-hepKO mice. (**A**) T-distributed stochastic neighbor embedding (t-SNE) plots display color-coded cell subtypes of cells in the *Ripk1*-Con (left) and *Ripk1*-hepKO (right) mice liver tissues. (**B**) Bar charts display the proportion of major cell subtypes within all different genotypes after fasting. (**C**) The altered signaling pathways associated with differential gene changes in macrophages were enriched by Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis. (**D**) t-SNE plots display color-coded cell subtypes of macrophages in the *Ripk1*-Con (left) and *Ripk1*-hepKO (right) mice liver tissues. (**E**) Bar charts display the proportion of major cell subtypes within macrophages after fasting. (**F**) Representative flow cytometry plots of F4/80- and CD11b-positive cells in the liver tissue (*n* = 3 per group). (**G**) Relative increase of F4/80- and CD11b-positive cells in the liver tissue of *Ripk1*-hepKO mice after 12 hr of fasting, compared to that in *Ripk1*-Con mice (*n* = 3 per group; unpaired *t*-test). (**H**) Bar charts display the number of interactions among cell types across the experiments. (**I**) Bar charts displaying the interaction strength among cell types across the experiments. (**J**) Circle plots displaying the brand link pairs between macrophages and other cell types, along with their corresponding event counts. (**K**) Heatmaps summarizing specific signals among interacting cell types in the liver tissue of *Ripk1*-hepKO mice after 12 hr of fasting, compared to that in *Ripk1*-Con mice. Interactions are categorized into outgoing and incoming events for specific cell types. The color gradient indicates the relative strength of these interactions (NK&T: natural killer cells and T cells; ECs: endothelial cells; PCs: plasma cells; Mac: macrophages; DCs: dendritic cells). The data was analyzed via two- or one-way ANOVA. Data are expressed as mean ± SEM (*n* = 6 per group). **p < 0.01.

**Figure 4—figure supplement 1.**
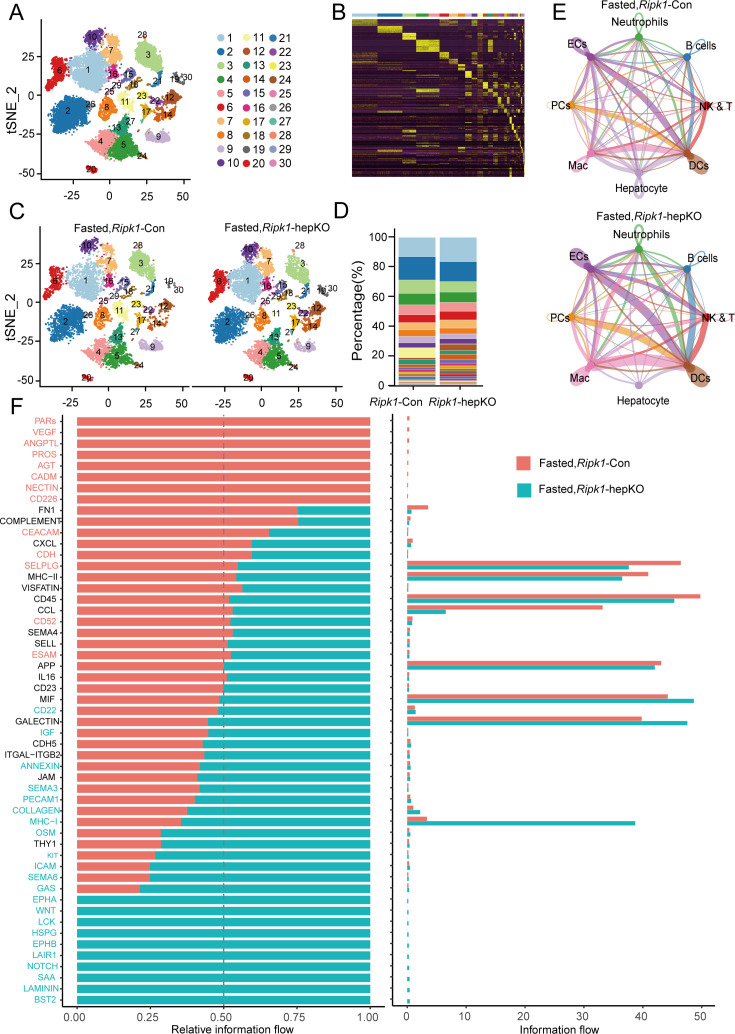
Single-cell RNA sequencing of liver tissue from *Ripk1*-Con and *Ripk1*-hepKO mice. (**A**) T-distributed stochastic neighbor embedding (t-SNE) visualization depicting the clustering of liver cells based on 22,274 single-cell transcriptomes. (**B**) Heatmap illustrating the marker genes associated with each cluster. (**C**) t-SNE plots displaying color-coded cell clusters of cells in the *Ripk1*-Con (left) and *Ripk1*-hepKO (right) mice liver tissues. (**D**) Bar charts showing the proportion of major cell clusters among all cells at different genotypes after fasting by scRNA-seq. (**E**) Circle plots displaying putative ligand–receptor interactions among eight cell subtypes in the liver tissue of *Ripk1*-Con (top) and *Ripk1*-hepKO (bottom) mice. (**F**) All significant signaling pathways were ranked based on their differences in overall information flow within the inferred networks between *Ripk1*-Con and *Ripk1*-hepKO mice. The overall information flow of a signaling network was calculated by summing all the communication probabilities within that network.

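The summed UMIs of macrophage-like cells were compared gene by gene. No test can be made between single libraries, so lists written by hand for the pathways named were compared with 10,000 random lists of genes of similar level. Among 7802 genes with at least 100 UMIs, the median log2 ratio was -0.19 and not 0, and values are read against that shift. The list for IL-17 and TNF signalling (19 of 25 genes above the limit) had a median of 0.17 (counting range 0.06 to 0.22). This lay above 89.0% of the random lists, with 14 genes above 0 and 5 below. Scaling by the median ratio over genes, which moves the shift itself to 0, changed this median most, to 0.36. Without called doublets it was 0.08, within the counting range. In LrM-like cells the median was 0.05 (-0.15 to 0.15), above 59.1% of random lists. In RM-like cells it was 0.16 (0.07 to 0.29), above 94.5%. It was also above 0 in EC-like (0.45), PC-like (0.34, -0.04 to 0.46) and B-like cells (0.16). It was below 0 in neutrophil-like (-0.25) and NK&T-like cells (-0.04). Hepatocyte-like cells had 1.22, where the median of all genes was 0.67. In macrophage-like cells the largest increases in the list were those of *Ccl7* (33 and 172 UMIs, log2 ratio 0.92), *Cxcl2* (0.74) and *Ccl2* (0.45). The members with the most UMIs were *S100a8* (0.23), *S100a9* (0.01) and *Fos* (0.06). *S100a8* and *S100a9* are among the neutrophil markers, and RNA from neutrophils can make up part of their UMIs here. *S100a8* was at 2394 and 2816 CPM in macrophage-like cells, against 5083 and 3819 in all cells other than neutrophil-like. *Tnf* (0.05) and *Tnfaip3* (0.06) changed little. A list of genes that respond to tissue dissociation shares 5 genes with the list for IL-17 and TNF signalling. It had a median of 0.01, above 34.0% of random lists. Random lists of similar level thus lay mostly above the shift of all genes.

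The list for antigen processing and presentation (23 of 24 genes) had a median of -0.26 (-0.29 to -0.21), above only 0.9% of random lists, with 8 genes higher and 15 lower. With LrM-like and RM-like cells weighted equally, its median and that of all genes were both -0.12, but no random lists were drawn for that weighting. In the sub-clusters the direction of the antigen list differed, at 0.19 (0.11 to 0.25) in LrM-like cells and -0.18 (-0.22 to -0.10) in RM-like cells. RM-like cells differed in mix between the libraries. Sub-cluster 7, described below and led by MHC class II genes, gave 67 of 285 and 66 of 859 of them. A smaller part of such cells can lower the list without a change in any cell, and this was not tested. Over all macrophage-like cells, the largest decreases in the list were those of *Lgmn* (6281 and 7198 UMIs, log2 ratio -1.26) and *Ctsb* (-0.95). The members with the most UMIs were *Cd74* (-0.37), *Ctsb* and *B2m* (-0.28). The 2 largest increases in the list were those of the heat-shock genes *Hspa1b* (log2 ratio 1.53) and *Hspa1a* (1.27). These genes lie side by side on chromosome 17, at 34,956,436 to 34,959,238 and 34,969,190 to 34,972,156. Their sequences are nearly identical, so the split of UMIs between them is uncertain. Both also rose in classes other than macrophages, for example *Hspa1b* by a log2 ratio of 3.07 in EC-like cells.

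A fixed rule on level and direction named the 5 genes with the largest and the 5 with the smallest ratio among the 2016 that changed the same way in LrM-like and RM-like cells. Higher in the library labelled *Ripk1*-hepKO were *Ctse* (19.4 and 57.0 CPM, log2 ratio 1.56), *Hspa1b*, *Isg15* (61.9 and 174, 1.49), *Cxcl10* (105 and 289.7, 1.46) and *Fabp5* (89.1 and 243, 1.45). Lower were the long non-coding RNA AC160336.1 (51.4 and 12.3, -2.06), *Engase* (114 and 27.8, -2.03), *Alb* (158 and 43.9, -1.85), *Cd207* (52.9 and 14.8, -1.84) and *Abca1* (301 and 84.1, -1.84). *Alb* is a gene of hepatocytes and its UMIs in macrophage-like cells are taken as free RNA. With equal weight given to LrM-like and RM-like cells, the ratios of *Abca1* (-1.02), *Engase* (-1.05), *Cd207* (-1.07) and AC160336.1 (-1.29) came closer to 0, as did those of *Cxcl10* (1.01), *Isg15* (1.12) and *Fabp5* (1.13), since these classes differ in their levels and in their mix.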

As expected, pathway enrichment (KEGG) analysis based on macrophage differential genes revealed that these DEGs were primarily enriched in inflammation-associated pathways, including IL-17 signaling pathway, antigen processing and presentation and TNF signaling pathway, etc. (Figure 4C). We performed sub-clustering of macrophages to further dissect changes in the landscape of macrophages upon RIPK1 deficiency in hepatocytes. This cluster can be further divided into two groups of cells representing liver-resident macrophages (LrMs: KCs) and RMs based on their marker gene expression profile (Figure 4D). 

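Clustering the macrophage-like cells again gave 13 sub-clusters. Of these, 2 were LrM-like and 5 RM-like by their scores for lists of 6 markers each, and 6 were left unnamed because of doublets, low depth or genes of other classes. The unnamed sub-clusters held 174 (21.6%) and 334 (22.2%) of the macrophage-like cells of the libraries labelled *Ripk1*-Con and *Ripk1*-hepKO. LrM-like sub-cluster 1 was led by *Cd163* and *Clec4f*. Sub-cluster 5, also LrM-like, was shallow (median 929 UMIs) and had *Igha* among its leading genes. The RM-like sub-clusters differed from one another: 2 was led by the interferon-induced chemokines *Cxcl9* and *Cxcl10*, 3 and 4 by *Chil3* and *Fn1*, 7 by MHC class II genes and *Cd74*, as was conventional DC-like cluster 16, and 9 by *Ace*, with the heat-shock gene *Hspa1b* among its top 10. The name of sub-cluster 7 (67 and 66 cells) is the weakest, since its RM score was negative (-0.19) and only higher than its LrM score (-0.53).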

LrMs were characterized by high expression of *Adgre1* (encoding F4/80) and *Clec4f*, whereas RMs exhibited high expression of *Itgam* (encoding Cd11b, an important marker gene of bone marrow-derived macrophages), *Ccr2* (a chemokine receptor important for infiltration of circulating monocytes), and *Cx3cr1* (Krenkel and Tacke, 2017). 

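Since these genes entered the scores that named the sub-clusters, their levels describe the names. *Clec4f* (ENSMUSG00000014542, chromosome 6) was at 5116 CPM in LrM-like cells of the library labelled *Ripk1*-Con and 3999 in the other, against 21.4 and 7.06 in RM-like cells. In B-like cells, which should lack it, its level was 15.8 and 8.58, so that its RM-like level can be largely background: the counting intervals of RM-like and B-like cells overlap in each library (14.2 to 30.9 and 11.4 to 21.3 under the *Ripk1*-Con label, 4.89 to 9.86 and 5.60 to 12.6 under the other). *Adgre1* (ENSMUSG00000004730, chromosome 17) separated the classes less, with 611 and 532 in LrM-like cells and 139 and 87.2 in RM-like cells. *Ccr2* (ENSMUSG00000049103) and *Cx3cr1* (ENSMUSG00000052336), both on chromosome 9, were at 1396 and 1222 and at 397 and 246 in RM-like cells. In LrM-like cells they were at 8.30 and 33.7 and at 21.3 and 17.3. *Itgam* (ENSMUSG00000030786, chromosome 7) was at 262 and 242 in RM-like cells and 91.3 and 48.2 in LrM-like cells.

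The share of cells with at least 1 UMI of a gene rises with depth, and a median RM-like cell held 4462 UMIs (*Ripk1*-Con label) or 5834 (*Ripk1*-hepKO label). LrM-like cells had medians of 2054 and 2645.5 UMIs and B-like cells of 1783 and 1965. Each cell was therefore thinned to 1000 UMIs. This left out 84 and 57 LrM-like cells, 4 and 20 RM-like cells, and 72 and 42 B-like cells, which held fewer. *Cx3cr1* was then seen in 29.9% and 19.0% of RM-like cells, a difference of -10.9 points (-17.2 to -4.95). *Ccr2* was seen in 62.6% and 60.4% of RM-like cells, 1.15% and 2.35% of LrM-like cells, and 0.293% and 0.501% of B-like cells. Without thinning the RM-like shares were 78.9% and 86.0%. *Clec4f* was seen in 98.5% and 95.7% of LrM-like cells and 1.07% and 0.715% of RM-like cells (96.2% and 94.2%, and 3.51% and 3.03%, without thinning), against 1.83% and 0.788% of B-like cells.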

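RM-like cells numbered 285 (252.9 to 320.1) in the library labelled *Ripk1*-Con and 859 (802.5 to 918.4) in the library labelled *Ripk1*-hepKO, 3.01 times as many (log2 ratio 1.59, 1.40 to 1.79). LrM-like cells numbered 346 (310.5 to 384.4) and 312 (278.3 to 348.6), a log2 ratio of -0.15 (-0.37 to 0.08). RM-like cells thus rose from 35.4% to 57.1% of macrophage-like cells and LrM-like cells fell from 43.0% to 20.7%. Of all cells, RM-like cells were 2.75% and 7.22%, and LrM-like cells 3.34% and 2.62%, a difference of -0.713 points (-1.17 to -0.260) that leaves out 0. Clustering on fewer principal components moved the RM-like log2 ratio furthest, to 2.05, and counting conventional DC-like cells as RMs lowered it to 1.22. Without sub-cluster 7 the RM-like numbers were 218 and 793 (1.86, 1.64 to 2.09). The LrM-like ratio changed sign, to 0.16 (-0.18 to 0.50), when barcodes under 1000 UMIs were left out, and to 0.04 (-0.15 to 0.22) without sub-clustering. The direction of both comparisons follows the labels of the libraries. The 3′ UMIs of the targeted gene in hepatocyte-like cells were opposite to them, which does not refute the labels, since a deletion can leave the 3′ end.

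Marker genes counted over all cells need no clusters, but they are not seen in macrophages alone. After thinning, which left out 1115 and 833 cells, *Ccr2* was seen in 9.99% and 12.5% of cells (difference 2.49 points, 1.61 to 3.36) and *Cx3cr1* in 1.72% and 2.58% (0.858 points, 0.453 to 1.26). *Clec4f* was seen in 5.72% and 3.44% (-2.28 points, -2.88 to -1.70). For *Itgam* (5.16% and 5.49%) and *Adgre1* (2.30% and 2.11%) the intervals of the difference held 0, but thinned to 2000 UMIs the difference of *Itgam* was 1.28 points (0.315 to 2.23). Macrophage-like cells were 81 of the 478 and 188 of the 608 cells with *Itgam* at 1000 UMIs. For *Ccr2* they were 207 of 925 and 596 of 1381. They were the larger part for *Cx3cr1*, *Adgre1* and *Clec4f*. The shares of *Itgam* and *Ccr2* over all cells thus do not measure recruited macrophages alone. Unthinned shares were 17.02% and 23.5% for *Ccr2*, 3.90% and 7.22% for *Cx3cr1*, 9.22% and 6.15% for *Clec4f* and 11.6% and 15.8% for *Itgam*. Those of *Adgre1* (5.48% and 6.18%) run against its level of 28.0 and 24.8 CPM, and no order is read from them. In B-like cells the thinned shares of *Itgam* (0.147% and 0.143%), *Adgre1* (0.514% and 0.287%) and *Cx3cr1* (0% and 0.143%) were low. That of *Clec4f* was 1.83% and 0.788%, a difference of -1.05 points (-1.99 to -0.154), so background can make up part of its difference over all cells. With at least 2 UMIs required, no B-like cell had *Clec4f* in either library and the difference over all cells was -0.946 points (-1.42 to -0.477).

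**Figure D2:**
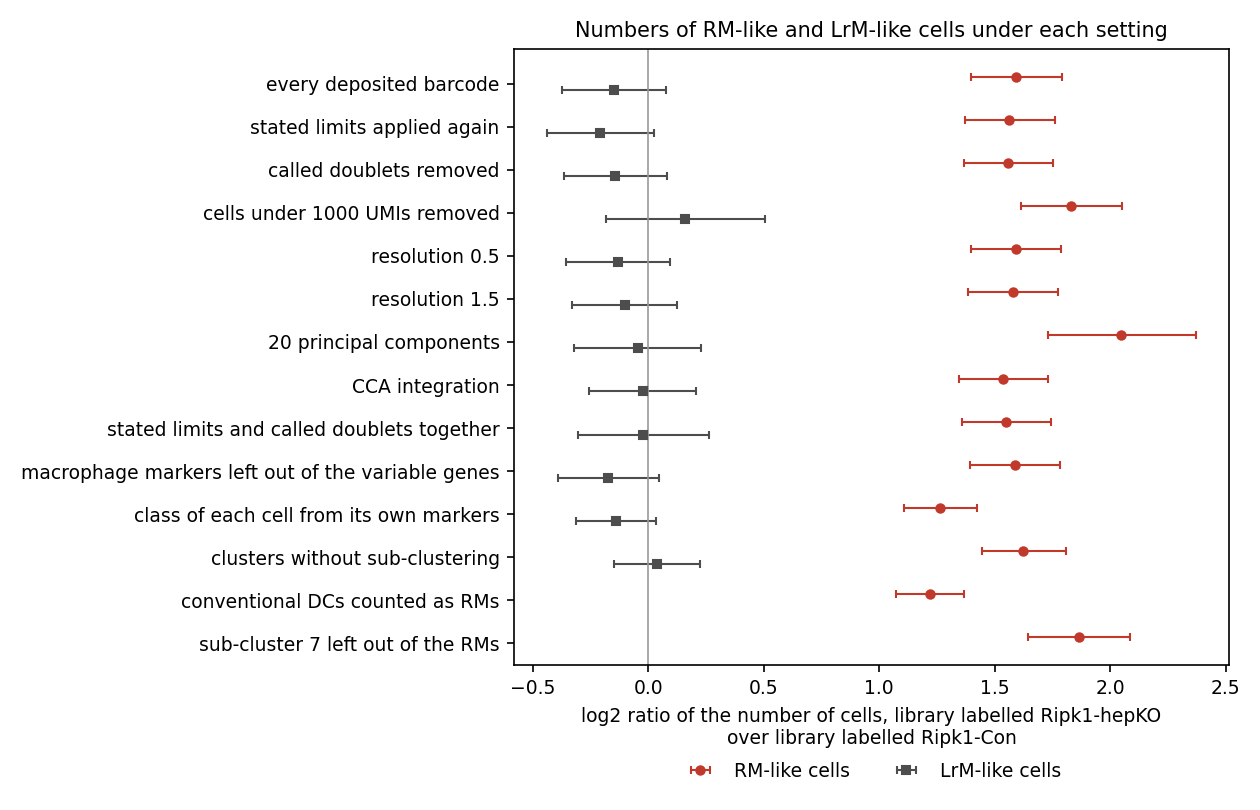
log2 ratio of the number of RM-like (red circles) and LrM-like (grey squares) cells, library labelled *Ripk1*-hepKO over library labelled *Ripk1*-Con, for each way of choosing, clustering or naming the cells, with 95% counting intervals as bars. The RM-like ratio lies above 0 throughout, and every interval of the LrM-like ratio, which is of numbers and does not allow for the larger total of cells under the *Ripk1*-hepKO label, holds 0.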

We observed that while the number of LrMs remained almost unchanged in *Ripk1*-hepKO mice after short-term fasting compared to *Ripk1*-Con mice, the number of RMs significantly increased (Figure 4E). This was further confirmed by flow cytometry analysis, which revealed a significant increase in the proportion of F4/80^+^CD11b^+^ cells among all F4/80^+^ cells in *Ripk1*-hepKO mice compared to control mice (Figure 4F, G). Taken together, these results suggest that fasting-induced hepatic inflammation in *Ripk1*-hepKO mice is characterized by altered hepatic gene expression profiles and changes in liver cell composition, marked by increased recruitment of immune cells to the liver.

To gain further insights, we employed CellChat to analyze cell–cell communication pathways between different cell types, focusing on ligand–receptor pairs (Jin et al., 2021). We identified a total of 478 significant ligand–receptor pairs across eight cell types, which were categorized into 53 signaling pathways (Figure 4—figure supplement 1E, F). 

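CellChat was not used here. In its place, 41 ligand and receptor pairs in 15 pathways were written by hand, covering the pathways named in the text and other common ones. Each pair was scored from every class of the study to every class, which gives 64 combinations for each pair and 2624 in all. A combination counted as present when ligand and receptor each had UMIs in at least 10% of the cells of their class. Its strength grew with the mean levels of both genes and was summed whether or not the combination was present. These counts have another basis than the significant pairs of the study, and they carry no test.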

By comparing the information flow of cell–cell communication between *Ripk1*-Con and *Ripk1*-hepKO mice, we found that both the number of ligand–receptor pairs and the interaction strength among the eight cell types were higher in the liver tissue of *Ripk1*-hepKO mice compared to control mice. This was particularly evident in the enhanced crosstalk between macrophages and other cell clusters (Figure 4H–J). 

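The number of combinations present was 376 in the library labelled *Ripk1*-Con and 357 in the library labelled *Ripk1*-hepKO (log2 ratio -0.07). The strength summed over all combinations, present or not, was 257 and 269 (0.07). Being present depends on depth and on the threshold. With both genes required in 25% of cells the numbers were 115 and 136, and with every cell thinned to the same depth they were 171 and 120, the largest move (-0.51).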

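Combinations with macrophage-like cells as sender or receiver that were present numbered 120 in each library. Strength summed over all combinations with these cells, present or not, was 78.9 and 82.5. Combinations without macrophage-like cells numbered 256 and 237, and their strength, summed likewise, was 178 and 187. At the 25% threshold the macrophage-like combinations numbered 38 and 58 (log2 ratio 0.61). Thinning gave 58 and 45, and took the log2 ratio of their strength from 0.07 to -0.07. Macrophage-like cells of the library labelled *Ripk1*-hepKO were the deeper, with a median of 5047 UMIs against 2750.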

To analyze the detailed communication within individual pathways, we performed a network analysis that was visualized using a heatmap. This heatmap illustrated the signals between various cell types specifically enriched in *Ripk1*-hepKO mice (Figure 4K). These signals were predominantly linked to inflammation-related pathways, such as MHC I, OSM, GAS, and HSPG, as well as proliferation-related pathways including IGF, KIT, NOTCH, and LAMININ. 

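Of the pathways named, the strength in the hand-written list was higher in the library labelled *Ripk1*-hepKO for MHC-I (56.5 and 62.2, log2 ratio 0.14), KIT (0.769 and 0.812, 0.08) and OSM (5.18 and 5.42, 0.06). It was lower for HSPG (1.32 and 1.20, -0.13), LAMININ (5.99 and 5.50, -0.13), NOTCH (4.64 and 4.12, -0.17), GAS (2.26 and 2.01, -0.17) and IGF (1.96 and 1.44, -0.44). HSPG, IGF and KIT rest on 1 pair each and the others on 2 to 6 pairs, so these values do not speak for whole pathways. After thinning, KIT was lower as well (-0.17), OSM was level and MHC-I rose further (0.30). Within MHC-I, the level of *H2-K1* in macrophage-like cells was lower (-0.37) and that of *H2-D1* higher (0.14). The sequences of these 2 genes are close enough that the division of UMIs between them is uncertain.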

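In hepatocyte-like cells the level of *Saa1* was 131 CPM (285 UMIs) in the library labelled *Ripk1*-Con and 2218 (3242 UMIs) in the library labelled *Ripk1*-hepKO, a log2 ratio of 4.08 (3.91 to 4.26). *Saa2* was at 34.4 (75 UMIs) and 2324 (3397 UMIs), a log2 ratio of 6.08 (5.75 to 6.43), and *Saa4* at 23.9 (52 UMIs) and 101 (148 UMIs), a log2 ratio of 2.08 (1.62 to 2.57). Taken relative to *Alb* the *Saa1* ratio was 5.30, and among hepatocyte-like cells within the paper's limits (53 and 233 cells) it was 2.56 (2.36 to 2.76), the largest move. *Saa1* was also among the markers that name these cells, and *Saa2* was not. The genes lie together on chromosome 7, *Saa1* (ENSMUSG00000074115) at 46,740,497 to 46,742,980 and *Saa2* (ENSMUSG00000057465) at 46,751,790 to 46,754,313. Their sequences are nearly identical, so their separate counts are uncertain.

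The hepatocyte-like cells of the libraries came mostly from different clusters. Within cluster 24 *Saa1* was at 132 and 4772 (log2 ratio 5.17). In cells other than hepatocyte-like, it was at 0.293 (10 UMIs) and 6.84 (351 UMIs), and in B-like cells alone at 0.367 (1 UMI) and 11.2 (34 UMIs). *Saa3* (ENSMUSG00000040026) was lower in hepatocyte-like cells, with 38 and 3 UMIs (log2 ratio -3.09, -5.43 to -1.43). Its UMIs were mostly in macrophage-like cells, where its level was 110.3 and 318 (1.53, 1.35 to 1.71). The SAA combinations of the hand-written list, scored against receptors such as *Fpr2*, rose in strength from 0.702 to 5.92 (3.08). These directions, too, are those of the labels, and *Ripk1* in the same hepatocyte-like cells was higher under the *Ripk1*-hepKO label, by 3′ UMIs that a deletion of exons can leave in place.

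**Figure D3:**
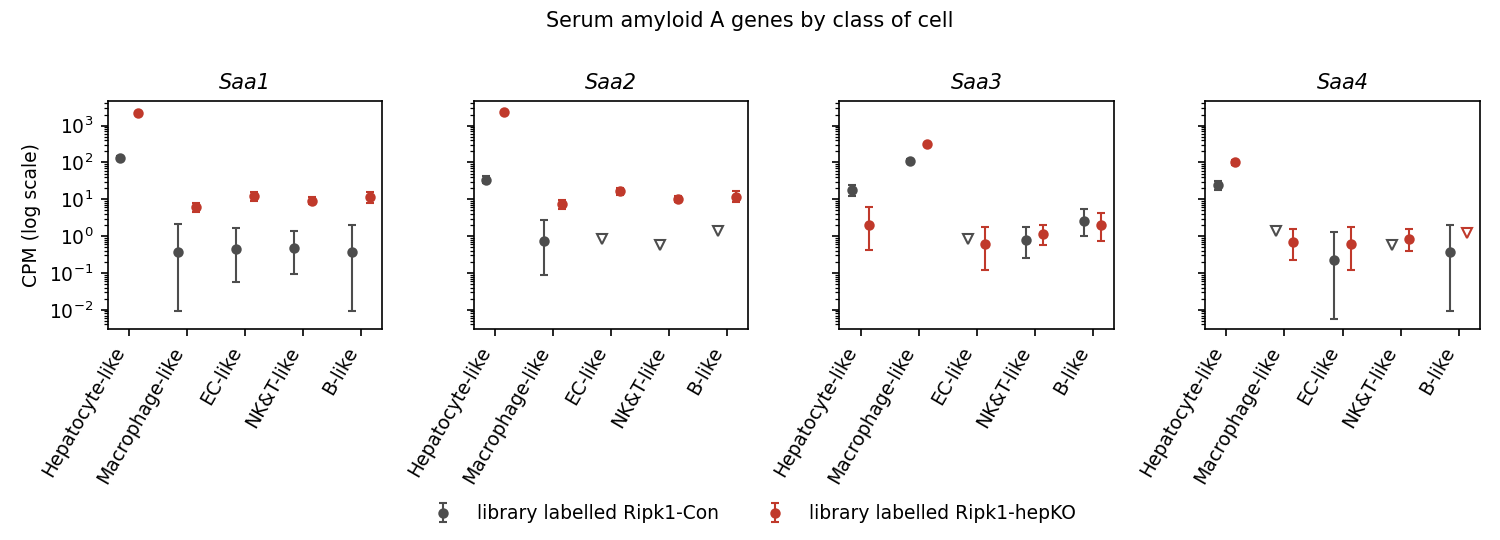
Level (CPM, log scale) of *Saa1*, *Saa2*, *Saa3* and *Saa4* in 5 classes of cell of the libraries labelled *Ripk1*-Con (grey) and *Ripk1*-hepKO (red), with 95% counting intervals as bars and an open triangle at the upper end of the interval where no UMI was counted. *Saa1* and *Saa2* are higher under the *Ripk1*-hepKO label in every class, at a far lower level outside hepatocyte-like cells, and *Saa3* is highest in macrophage-like cells.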

Interestingly, we discovered that fasting amplified SAA signaling in the hepatocytes of *Ripk1*-hepKO mice. This increase in SAA signaling was consistent with elevated transcription levels of SAA2, SAA3, and SAA4, as evidenced by liver transcriptome data (Figure 3C). The SAA released by hepatocytes has been reported to play a role in regulating immune responses and tumor development (Li et al., 2024; Stone et al., 2024). These above results suggest that fasting-induced liver injury in RIPK1 knockout mice of hepatic parenchymal cells may exacerbate the inflammatory response in liver tissue through enhanced SAA signaling.

### Endoplasmic reticulum stress is required for fasting-induced liver injury and inflammation in *Ripk1*-hepKO mice

We next aimed to investigate the underlying mechanism of short-term fasting-induced liver injury and inflammation in *Ripk1*-hepKO mice. It is known that fasting-induced lipolysis in peripheral adipose tissue will lead to hepatic lipid burden, and excessive FFA deposition has been shown to induce endoplasmic reticulum stress (ER stress) in liver. In addition, previous studies have shown that RIPK1 promotes apoptosis in response to unresolved ER stress (Estornes et al., 2014). As Figure 1N, O indicated, the fasting strategy we employed indeed increased the lipid content in liver tissue. We also detected the expression of ER stress markers in the liver tissues of fed- or fasted-mice, respectively. As Figure 5A indicated, short-term fasting indeed increased the expression of CHOP, BIP, IRE1a, and phosphor-IRE1a at protein levels, suggesting that short-term fasting caused ER stress in liver. To investigate whether ER stress is involved in the fasting-induced liver injury in *Ripk1*-hepKO mice, *Ripk1*-Con and *Ripk1*-hepKO mice were pretreated with the ER stress inhibitor 4-PBA and then the mice were subjected to short-term fasting for 12 hr (Figure 5B). As Figure 5C shown, 4-PBA treatment successfully reduced the expression of ER stress markers, confirming the efficiency of 4-PBA to inhibit ER stress. Interestingly, 4-PBA pretreatment effectively reduced serum ALT/AST levels and the number of TUNEL-positive cells in the liver of fasted *Ripk1*-hepKO mice, suggesting that ER stress was involved in fasting-induced liver injury and hepatocyte apoptosis in *Ripk1*-hepKO mice (Figure 5D–F). Furthermore, 4-PBA pretreatment also effectively inhibited the increased expression of inflammatory markers (Ccl2, *Tnfa*, *Ifng*, and *Il6*) and proliferation markers *Afp* in the liver tissue of fasted *Ripk1*-hepKO mice (Figure 5G, H). These results indicated that 4-PBA not only prevented hepatocyte apoptosis and liver injury induced by fasting in *Ripk1*-hepKO mice, but also mitigated the hepatic inflammation and compensatory proliferation, suggesting that ER stress was involved in the process of fasting-induced liver injury and inflammation in *Ripk1*-hepKO mice.

**Figure 5.**
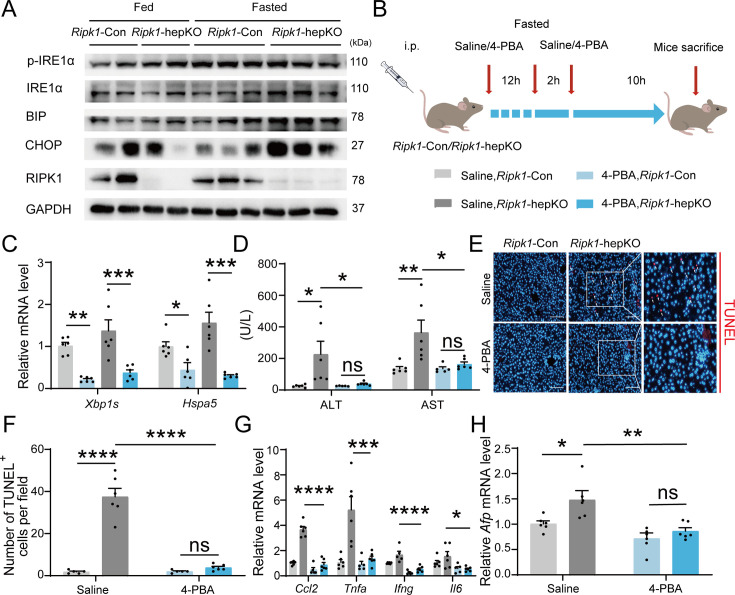
Inhibitor of ER stress 4-PBA effectively rescued the fasting-induced liver injury and inflammation in *Ripk1*-hepKO mice. (**A**) Western blot analysis of p-IRE1α, IRE1α, BIP, CHOP, RIPK1, and GAPDH in liver tissue. (**B**) Experiment schema. (**C**) Transcriptional expression of ER stress genes in mouse liver. (**D**) Serum alanine amino-transferase (ALT) and aspartate amino-transferase (AST) levels. (**E**, **F**) Fluorescence microscopy image and quantification of TUNEL staining. Scale bar, 100 μm. (**G**) Expression (qPCR) of inflammatory genes in the livers. (**H**) Expression (qPCR) of *Afp* in the livers. The data was analyzed via two- or one-way ANOVA. Data are expressed as mean ± SEM (*n* = 6 per group). ns, no significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Figure 5—source data 1.PDF file containing original western blots for Figure 5A, indicating the relevant bands and treatments. Figure 5—source data 2.Original files for western blot analysis displayed in Figure 5A.

### AAV-TBG-Cre-mediated liver-specific RIPK1 knockout confirms fasting-induced acute liver injury in mice

We employed another different approach to conditionally delete RIPK1 from hepatocytes by injecting AAV8-TBG-Cre virus into *Ripk1*-Con mice. Four weeks after virus injection, the mice were subjected for short-term fasting as above studies, and then serum and liver tissue were harvested (Figure 6A). Immunoblot analysis confirmed that RIPK1 was specifically deleted in hepatocytes by AAV8-TBG-Cre virus treatment, in contrast to the control virus AAV8-TBG-null (Figure 6B). Our results indicated that AAV8-TBG-Cre virus-induced RIPK1-deficient mice phenocopied *Ripk1*-hepKO mice, that hepatocyte-specific loss of RIPK1 sensitized the mice to short-term fasting-induced acute liver injury and hepatocyte apoptosis (Figure 6C–F). Consistently, there was no significant alteration in serum TG, TC, and liver TG levels of *Ripk1*-Con mice injected with AAV8-TBG-Cre or control AAV8-TBG-null virus (Figure 6G–I). We also detected the expression of ER stress markers in the liver tissue of AAV8-TBG-null or AAV8-TBG-Cre mice, respectively. As Figure 6B, J indicated, short-term fasting indeed increased the expression of CHOP (*Ddit3*), BIP (*Hspa5*), IRE1α, and phosphor-IRE1α at both mRNA and protein levels, indicating that fasting induced the occurrence of ER stress in RIPK1-deleted livers. As demonstrated in Figure 6B, K, transcriptional expression of inflammatory markers, including Ccl2, *Tnfa*, and *Il1b*, were also significantly induced in AAV8-TBG-Cre-mouse liver tissue, in contrast to AAV8-TBG-null-mouse. Consistent with previous results, the number of cleaved caspase-3-positive cells was significantly higher in AAV8-TBG-Cre-mouse compared to controls (Figure 6L, M). Taken together, these results suggested that hepatocyte-specific loss of RIPK1, achieved by different strategies, made the mice fragile to metabolic disturbance, and even short-term fasting would result in liver injury, hepatocyte cell death, hepatic inflammation, and ER stress.

**Figure 6.**
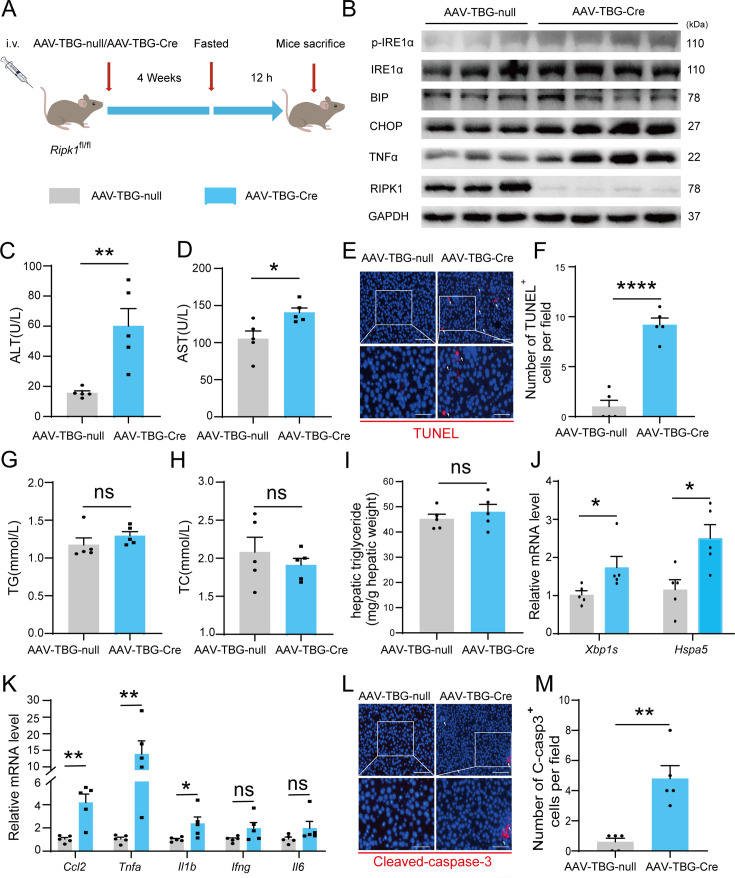
AAV-TBG-Cre-mediated liver-specific RIPK1 knockout confirms fasting-induced acute liver injury in mice. (**A**) Schema of AAV8-TBG-Cre administration. (**B**) Western blot analysis of p-IRE1α, IRE1α, BIP, CHOP, TNFα, RIPK1, and GAPDH in liver tissue. (**C**) Serum alanine amino-transferase (ALT) levels. (**D**) Serum aspartate amino-transferase (AST) levels. (**E**, **F**) Fluorescence microscopy image and quantification of TUNEL staining. Scale bar, 100 μm. (**G**) Serum triglycerides (TG) levels. (**H**) Serum total cholesterol (TC) levels. (**I**) Hepatic TG levels (mg/g tissue). (**J**) Expression (qPCR) of ER stress genes in the livers. (**K**) Expression (qPCR) of inflammatory genes in the livers. (**L**, **M**) Fluorescence microscopy images and quantification of liver of *Ripk1*-hepKO and control mice stained with anti-cleaved caspase-3 antibody (red) and DAPI (blue). Scale bar, 100 μm. The data was analyzed via two- or one-way ANOVA. Data are expressed as mean ± SEM (*n* = 6 per group). ns, no significant, *p < 0.05, **p < 0.01, ****p < 0.0001. Figure 6—source data 1.PDF file containing original western blots for Figure 6B, indicating the relevant bands and treatments. Figure 6—source data 2.Original files for western blot analysis displayed in Figure 6B.

### Short-term high-fat diet feeding induced liver injury, hepatic apoptosis, inflammation, and ER stress in *Ripk1*-hepKO mice

We next aimed to explore whether other metabolic disturbance exhibited similar effect as short-term fasting in *Ripk1*-hepKO mice. It is known that short-term fasting leads to lipolysis in adipose tissue and temporary lipid burden to hepatocytes. We therefore created a short-term high-fat diet (HFD) feeding model in both wild-type control and *Ripk1*-hepKO mice, to mimic the dietary-induced lipid metabolism disturbance. *Ripk1*-Con and *Ripk1*-hepKO mice were fed with HFD or normal diet (ND) for 6 days, respectively (Figure 7A). We observed a significant increase in liver lipid deposition, liver TG, and serum TC in mice fed with HFD compared to those fed with ND (Figure 7B–D). Previous studies reported that short-term HFD feeding was not enough to induce hepatic disorder, without obvious effects on the serum ALT/AST, liver histology, and our results with *Ripk1*-Con mice were in agreement with these findings (Figure 7E, F). In contrast, upon 6-day HFD feeding, the serum ALT/AST levels, hepatocyte apoptosis as measured by TUNEL and hepatic inflammation were significantly elevated in *Ripk1*-hepKO mice (Figure 7E–I). Additionally, HFD feeding significantly induced the expression of *Afp* in *Ripk1*-hepKO mice, suggesting that HFD feeding promoted tumorigenesis in *Ripk1*-hepKO mice (Figure 7J). We also found that the expression of ER stress-related genes was obviously increased in *Ripk1*-hepKO mice after 6 days of HFD feeding (Figure 7K).

**Figure 7.**
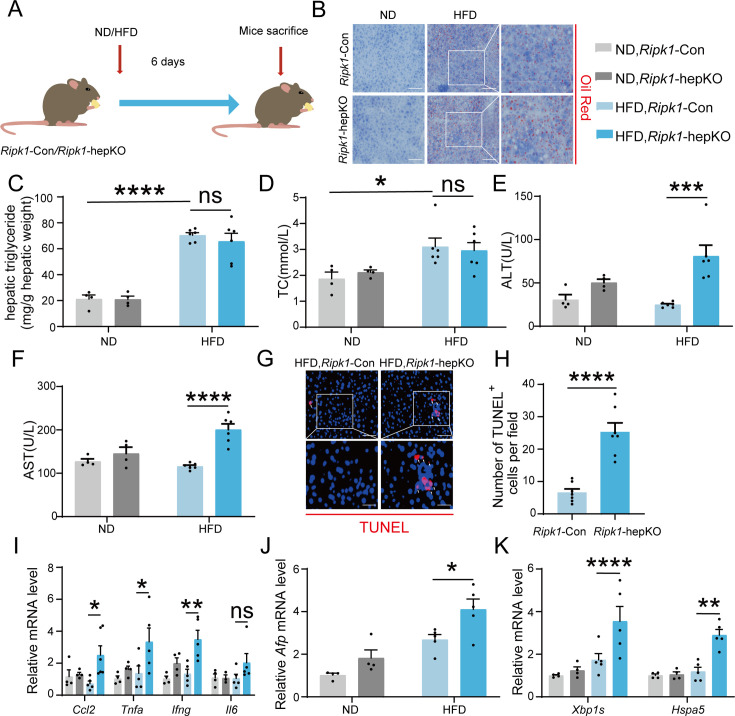
Short-term high-fat diet (HFD) feeding induced liver injury, hepatic apoptosis, inflammation, and endoplasmic reticulum stress in *Ripk1*-hepKO mice. (**A**) Schema of HFD administration. (**B**) Liver tissue was stained by Oil Red O. Scale bar, 100 μm. (**C**) Hepatic triglyceride (TG) levels (mg/g tissue). (**D**) Serum total cholesterol (TC) levels. (**E**) Serum alanine amino-transferase (ALT) levels. (**F**) Serum aspartate amino-transferase (AST) levels. (**G**, **H**) Fluorescence microscopy image and quantification of TUNEL staining. Scale bar, 50 μm. (**I**) Expression (qPCR) of inflammatory genes in the livers. (**J**) Expression (qPCR) of *Afp* in the livers. (**K**) Expression (qPCR) of ER stress markers in the livers. The data was analyzed via two- or one-way ANOVA. Data are expressed as mean ± SEM (*n* = 6 per group). ns, no significant, *p < 0.05, **p < 0.01, ****p < 0.0001.

Collectively, these results suggest that hepatocyte RIPK1 is essential for the maintenance of hepatic homeostasis against the disturbance induced by different metabolism behaviors, including fasting and temporary HFD feeding.

## Discussion

In this study, we demonstrated that the specific deletion of RIPK1 in hepatocytes exacerbated the liver’s vulnerability to metabolic disturbances, such as short-term fasting and HFD feeding, resulting in increased liver damage, apoptosis, inflammation, and compensatory proliferation. We utilized single-cell RNA sequencing and bulk RNA sequencing to characterize the hepatic cellular profiles and transcriptional profiles in response to the physiological inflammation induced by the disruption of homeostasis. Furthermore, we presented evidence indicating the involvement of ER stress in sensitizing RIPK1-deleted liver tissue. In summary, we revealed a novel physiological role of RIPK1 as a scaffold in maintaining liver homeostasis during fasting and other nutritional disturbance. These findings could prove valuable in tailoring intermittent fasting or calorie restriction regimens for specific populations based on their *Ripk1* gene polymorphism or expression profiles.

Our work shed light on the intricate interplay between cell death, inflammation, and metabolism. While the pathophysiological roles of RIPK1 have primarily been studied in inflammatory diseases and pathogen infections, emerging evidence suggests its involvement in metabolism-related pathways (Mei et al., 2021; Najafov et al., 2021; Zhang et al., 2023a). Previous studies, including our own, have linked RIPK1’s kinase activity to the pathogenesis of metabolic diseases like NASH, indicating a metabolic regulatory role of RIPK1 kinase (Majdi et al., 2020; Tao et al., 2021; Yan et al., 2022). Subsequently, UDP-glucose 6-dehydrogenase and UDP-glucuronate metabolism are found to suppress NASH pathogenesis and control hepatocyte apoptosis through inhibiting RIPK1 kinase activity, further solidifying the connection between RIPK1 kinase activity and metabolism during the pathogenesis of NASH (Zhang et al., 2023b). In addition to its pathological roles, RIPK1’s involvement in metabolism physiology has become increasingly apparent. Mei et al. found that the postnatal lethality of *Ripk1*^−/−^ mice was attributed to dysregulated aspartate metabolism, leading to impaired starvation-induced autophagy (Mei et al., 2021). Zhang et al. recently reported that the classical energy sensor AMPK is able to phosphorylate RIPK1 at S416 in response to metabolic stress like glucose deprivation in vitro and fasting in vivo, and this phosphorylation of RIPK1 by AMPK represents a survival mechanism to keep the kinase activity of RIPK1 in check to prevent RIPK1 kinase-mediated cell death. AMPK deficiency sensitized cells to glucose deprivation-induced cell death (Zhang et al., 2023a). Their results directly linked RIPK1 to key metabolism regulator AMPK. Together with our results, it suggested that hepatic AMPK–RIPK1 axis function as a mechanism to maintain liver homeostasis during suffering metabolic stress. Moreover, *Tak1*^−/−^ mice has been shown to exhibit similar phenotypes, suggesting that the key components in the complex I faction in the scaffold complex, all contribute to maintain tissue homeostasis (Inokuchi-Shimizu et al., 2014). These findings, together with our study, emphasize the critical role of RIPK1’s scaffold function in sensing nutrient stress and maintaining metabolic homeostasis during various starvation conditions, both in neonatal stages and adulthood. Zhang et al. also noted that RIPK1 knockout MEFs (mouse embryonic fibroblasts) were more susceptible to cell death induced by glucose starvation compared to WT MEFs, further underscoring the importance of RIPK1 in nutrient stress responses.

Our study also posited that hepatocyte RIPK1 plays a crucial role in preventing liver damage and inflammation triggered by metabolic stress. Prior investigations have indicated that deficiencies in TAK1 or NEMO in hepatocytes result in spontaneous liver injury and carcinogenesis in mice, with a more severe phenotype than that observed in RIPK1-deficient mice (Bettermann et al., 2010; Luedde et al., 2007; Yang et al., 2013). This is attributed to the deletion of TAK1 or NEMO unleashing the kinase activity of RIPK1, leading to the activation of RIPK1 kinase and the associated cell death pathways. Our findings, combined with these earlier studies, suggested that the RIPK1–TAK1–NF-κB axis constitutes an essential scaffold platform necessary for the liver’s adaptation to metabolic fluctuations. Any improper inactivation or deletion of any component within this scaffold axis disrupts the delicate balance between cell death, inflammation, and normal function, rendering the liver vulnerable to metabolic changes and resulting in liver damage, hepatic inflammation, and compensatory proliferation.

Regarding the upstream signal of RIPK1, both short-term fasting and HFD can increase FFA in the bloodstream, leading to their influx and accumulation in the liver. This accumulation may cause lipotoxicity in hepatocytes through ER stress (Geng et al., 2021; Piccolis et al., 2019). Thus, we hypothesize that lipotoxic stress might result in hepatocyte cell death. We observed that treatment with palmitic acid led to a higher rate of apoptosis in *Ripk1*^−/−^ AML12 liver cells compared to wild-type control cells (data not shown). Moreover, in contrast to organs such as the small intestine and lungs, the liver typically maintains immune tolerance and does not incite inflammation in response to various endogenous and exogenous PAMPs or antigens present in the bloodstream. Recent years have witnessed the increasing attention toward physiological inflammation, which implications have been greatly broadened (Medzhitov, 2021; Meizlish et al., 2021). Our research revealed that hepatocyte RIPK1 serves as a critical mechanism for preserving immune tolerance within the liver microenvironment. Furthermore, we identify an instance of physiological inflammation induced by loss of regulation in normal tissue. The physiological inflammation observed in RIPK1-deficient livers during short-term fasting is milder but akin to hepatic inflammation induced by pathogenic infections and other pathological conditions. It is characterized by the upregulation of typical molecules, including Ccl2, *Tnfa*, *Ifng*, *Il6*, etc., and the recruitment of macrophages into liver tissue, indicating systemic adaptive responses.

In summary, our study revealed the multifaceted role of RIPK1 in maintaining liver homeostasis in the face of metabolic challenges, shedding light on the intricate interplay between cell death, inflammation, and metabolism. Our findings provide new insights into the role of RIPK1 in various physiological contexts.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Commercial assay or kit	Alanine aminotransferase Assay Kit	Nanjing Jiancheng Bioengineering Institute	C009-2-1	
Commercial assay or kit	Aspartate aminotransferase Assay Kit	Nanjing Jiancheng Bioengineering Institute	C010-2-1	
Commercial assay or kit	Triglyceride assay kit	Nanjing Jiancheng Bioengineering Institute	A110-1-1	
Commercial assay or kit	Total cholesterol assay kit	Nanjing Jiancheng Bioengineering Institute	A111-1-1	
Commercial assay or kit	Free fatty acids (FFA) Content Assay Kit	Solarbio	BC0595	
Commercial assay or kit	Ketone Body Assay	Abcam	ab272541	
Commercial assay or kit	Triglyceride (TG) Content Assay Kit	Solarbio	BC0625	
Commercial assay or kit	TUNEL BrightRed Apoptosis Detection Kit	Vazyme	A113-02	
Commercial assay or kit	Fixation/Permeabilization Buffer Set	ABclonal	RK50005	
Antibody	anti-Caspase-3 (Rabbit polyclonal)	Cell Signaling Technology	Cat#: 9662S, RRID:AB_331439	WB (1:1000)
Antibody	anti-MLKL (Rabbit monoclonal)	Cell Signaling Technology	Cat#: 37705S, RRID:AB_2799118	WB (1:1000)
Antibody	anti-cleaved-Caspase-3 (Rabbit polyclonal)	Cell Signaling Technology	Cat#: 9661S, RRID:AB_2341188	IF (1:400), WB (1:1000)
Antibody	anti-phospho-MLKL (S345) (Rabbit monoclonal)	Cell Signaling Technology	Cat#: 37333S, RRID:AB_2799112	IF (1:1600), WB (1:1000)
Antibody	anti-F4/80 (Rabbit polyclonal)	Servicebio	Cat#: GB113373, RRID:AB_2938980	IF (1:750)
Antibody	anti-CD11b (Rabbit polyclonal)	Servicebio	Cat#: GB11058, RRID:AB_2928112	IF (1:750)
Antibody	anti-CCR2 (Rabbit polyclonal)	Servicebio	Cat#: GB11326	IF (1:2000)
Antibody	anti-CX3CR1 (Rabbit polyclonal)	Servicebio	Cat#: GB11861	IF (1:2500)
Antibody	anti-MKI67 (Rabbit monoclonal)	Bioss	Cat#: bs-2130R, RRID:AB_10857118	IHC (1:500)
Antibody	anti-ALB (Mouse monoclonal)	Servicebio	Cat#: GB122080	IF (1:1500)
Antibody	anti-TNF-alpha (Mouse monoclonal)	proteintech	Cat#: 60291-1-Ig, RRID:AB_2833255	IF (1:250), WB (1:2500)
Antibody	anti-RIPK1 (Rabbit monoclonal)	Cell Signaling Technology	Cat#: 3493S, RRID:AB_2305314	WB (1:1000)
Antibody	anti-phospho-IRE1α (S724) (Rabbit polyclonal)	Abcam	Cat#: ab48187, RRID:AB_873899	WB (1:1000)
Antibody	anti-IRE1α (Rabbit monoclonal)	Cell Signaling Technology	Cat#: 3294S, RRID:AB_823545	WB (1:1000)
Antibody	anti-BIP (Rabbit monoclonal)	Cell Signaling Technology	Cat#: 3177S, RRID:AB_2119845	WB (1:1000)
Antibody	anti-CHOP (Mouse monoclonal)	Cell Signaling Technology	Cat#: 2895S, RRID:AB_2089254	WB (1:1000)
Antibody	anti-CD11b-ABflo 647 (Rabbit monoclonal)	ABclonal	Cat#: A24095	FACS (5 µl per test)
Antibody	anti-F4/80-PE (Rabbit monoclonal)	ABclonal	Cat#: A25659	FACS (5 µl per test)
Antibody	anti-Ki67-ABflo 488 (Rabbit monoclonal)	ABclonal	Cat#: A26239	FACS (5 µl per test)
Antibody	anti-beta Actin (Mouse monoclonal)	Servicebio	Cat#: GB12001, RRID:AB_2904016	WB (1:1000)
Antibody	anti-GAPDH (Mouse monoclonal)	Servicebio	Cat#: GB12002, RRID:AB_3206256	WB (1:1000)
Sequence-based reagent	*Ccl2*_F	This paper	PCR primers	CACTCACCTGCTGCTACTCA
Sequence-based reagent	*Ccl2*_R	This paper	PCR primers	AGACCTTAGGGCAGATGCAG
Sequence-based reagent	*Tnfa*_F	This paper	PCR primers	GTAGCCCACGTCGTAGCAAA
Sequence-based reagent	*Tnfa*_R	This paper	PCR primers	TAGCAAATCGGCTGACGGTG
Sequence-based reagent	*Il1b*_F	This paper	PCR primers	GCCACCTTTTGACAGTGATGAG
Sequence-based reagent	*Il1b*_R	This paper	PCR primers	ACGGGAAAGACACAGGTAGC
Sequence-based reagent	*Ifng*_F	This paper	PCR primers	ATGAACGCTACACACTGCATC
Sequence-based reagent	*Ifng*_R	This paper	PCR primers	CCATCCTTTTGCCAGTTCCTC
Sequence-based reagent	*Il6*_F	This paper	PCR primers	TGATGGATGCTACCAAACTGGA
Sequence-based reagent	*Il6*_R	This paper	PCR primers	GGAAATTGGGGTAGGAAGGACT
Sequence-based reagent	*Afp*_F	This paper	PCR primers	ACCTCCAGGCAACAACCATT
Sequence-based reagent	*Afp*_R	This paper	PCR primers	GTTTGACGCCATTCTCTGCG
Sequence-based reagent	*Mki67*_F	This paper	PCR primers	AACCATCATTGACCGCTCCT
Sequence-based reagent	*Mki67*_R	This paper	PCR primers	AGGCCCTTGGCATACACAAA
Sequence-based reagent	*Hspa5*_F	This paper	PCR primers	CGAGGAGGAGGACAAGAAGG
Sequence-based reagent	*Hspa5*_R	This paper	PCR primers	TCAAGAACGGGCAAGTTCCAC
Sequence-based reagent	*Xbp1s*_F	This paper	PCR primers	GAGTCCGCAGCAGGTG
Sequence-based reagent	*Xbp1s*_R	This paper	PCR primers	AGGGTACCTGAGACTGTG
Sequence-based reagent	*Ddit3*_F	This paper	PCR primers	CTGCCTTTCACCTTGGAGAC
Sequence-based reagent	*Ddit3*_R	This paper	PCR primers	ATAGAGTAGGGGTCCTTTGC
Sequence-based reagent	*Gapdh*_F	This paper	PCR primers	AGGTCGGTGTGAACGGATTTG
Sequence-based reagent	*Gapdh*_R	This paper	PCR primers	TGTAGACCATGTAGTTGAGGTCA

### Mouse models

*Ripk1^flox/flox^* (*Ripk1*-Con) and *Albumin*-cre transgenic mice on C57BL/6J background as previously described were kindly provided by Prof. Haibing Zhang (Chinese Academy of Sciences, Shanghai, China), both male and female littermates were used in the experiments (Schneider et al., 2017). Liver-specific RIPK1 knockout mice (*Ripk1*-hepKO mice) were generated by crossing *Ripk1*-Con and *Albumin*-cre mice. Then *Ripk1*-Con mice were bred with *Ripk1*-Con^Cre/+^ mice to generate *Ripk1*-Con and *Ripk1*-Con^Cre/+^ mice as littermates. All mice were maintained in the standard laboratory conditions with temperature 22 ± 2°C, strict 12-hr dark–light cycles (7:00 a.m. to 7:00 p.m.). All mice had ad libitum access to food and water, and before the start of experiments all mice were maintained on a regular chow diet (LAD 0011, Trophic Animal Feed, China). All experiments were conducted following the Animal Care and Use Committee at Nanjing University of Science & Technology (AUCU-NUST-20210287052).

For the fasting studies involving *Ripk1*-Con and *Ripk1*-hepKO mice, 6-week-old littermates of *Ripk1*-Con or *Ripk1*-hepKO were randomly assigned to groups. The fed group was allowed ad libitum access to both food and water. The fasted group, on the other hand, was deprived of food but not water from 8:00 p.m. since then, and this deprivation continued for a period of 12 hr.

For the ER stress inhibitor experiment, 6-week-old *Ripk1*-Con and *Ripk1*-hepKO mice were divided into separate groups and administered either 80 mg/kg of 4-PBA (SML0309, Sigma, Germany) or saline vehicle via intraperitoneal injection at 8:00 a.m. Fasting was initiated for all groups by removing food at 8:00 p.m., while water was still available, for a duration of 12 hr. At 10:00 p.m., the mice were intraperitoneally injected with 80 mg/kg of 4-PBA.

For the HFD experiment, separate groups of *Ripk1*-Con and *Ripk1*-hepKO mice were fed either an HFD (TP201482; Trophic Animal Feed, China) or an ND (LAD 0011, Trophic Animal Feed, China) for a period of 6 days. On the last day, a 3-hr fast was initiated at 7 a.m. and the mice were sacrificed thereafter.

For the adenovirus-associated virus (AAV) experiment, 6-week-old littermates of *Ripk1*-Con were randomly divided into two groups. One group was administered serotype 8 AAV-thyroxine-binding globulin (TBG)-Cre (AAV-TBG-Cre, 1.5 × 10^11^ gene copies per mouse, intravenously) (H5721, Obio Technology, China), while the other group was injected with AAV-TBG-null (H20594, Obio Technology, China). After 4 weeks, the mice were subjected to the same fasting rationale as described earlier.

At the end of the experiment of each different model, mice were sacrificed following blood collection. Subsequently, the mice were dissected and the liver tissues were harvested. Some portions of the tissues were fixed in 4% paraformaldehyde tissue fixation solution for further histological examination, while others were stored at −80°C for additional detection. All mice used for experiments displayed general health. The total number of mice analyzed for each experiment is detailed in the figure legends.

### Serum and liver assays

Plasma was maintained at room temperature for 1 hr, and then centrifuged at 4000 rpm for 10 min to take the supernatant as serum. Serum alanine transaminase (ALT), aspartate transaminase (AST), TG, TC, FFA, and β-hydroxybutyrate were measured according to the manufacturer's instructions. For measurements of liver TG levels, 50 mg liver was homogenized in lysis buffer (isopropanol:chloroform = 1:1) using a high speed low temperature tissue grinding machine (Servicebio, China) and supernatant was centrifuged 8000 × *g* for 10 min at 4°C for measurement according to the manufacturer’s instructions.

### TUNEL assay

TUNEL Assay Kits were used to measure apoptotic cells in livers. Briefly, paraffin-embedded liver tissue sections were dried for 30 min at 60°C, and soaked in xylene to deparaffinized completely. Deparaffinized sections were pretreated by proteinase K for 20 min at 25°C. Then phosphate-buffered saline (PBS) was used to wash tissue sections and the mixture of reaction buffer with TdT enzyme was used to incubate in dark for 60 min at 25°C. Meanwhile the cell nucleuses were stained with DAPI. The tissue sections were observed and photographed using the fluorescence microscope (NIKON ECLIPSE 80i). The number of apoptotic cells was quantified in at least three random fields of the same size.

### RNA isolation and RT-qPCR

Liver tissue (10–20 mg) was homogenized directly in TRIzol (Invitrogen) using a high speed low temperature tissue grinding machine (Servicebio, China), then total mRNA was extracted according to the manufacturer’s instructions. Next cDNA was synthesized using one-step reverse transcription kit (5x All-In-One-RT Master Mix, Abm). RT-qPCR reactions were performed on the iQ5 real-time PCR system (Bio-Rad, USA) using Hieff qPCR SYBR Green Master Mix (Yeasen Biotech, China). GAPDH mRNA was used as an internal control to normalize mRNA expression. The sequences of primers for qPCR were as Key Resources Table.

### Histological analysis

Liver tissues were fixed in 4% paraformaldehyde and embedded in paraffin for immunohistochemistry/immunofluorescence. For histopathology, frozen sections of liver tissues were stained by Oil Red O working solution to determine the steatosis in liver tissues.

### Immunohistochemistry and immunofluorescence analysis

For immunohistochemistry in liver tissues, paraffin-embedded mouse liver sections (3.5–4 µm) were dried for 30 min at 60°C, and soaked in xylene to deparaffinized completely. Then boiled the liver sections in citrate buffer (pH = 6.0) for antigen retrieval, followed by hydrogen peroxide blocking of endogenous peroxidase. Then sections were incubated with primary antibody (anti-MKI67) at 4°C overnight. The slides were then washed with PBS (PH = 7.4) and incubated with secondary antibody for 1 hr at 25°C, and then stained with DAB substrate after 5 min with streptavidin-HRP. The cell nuclei were stained with hematoxylin for 3 min at 25°C. For immunofluorescence, after being incubated with primary antibodies (anti-cleaved-caspase-3, anti-phospho-MLKL (S345), anti-F4/80, anti-CD11b, anti-CCR2, and anti-CX3CR1) at 4°C overnight, slides were washed with PBS (pH = 7.4) for three times and then incubated with fluorescent secondary antibodies in dark for 60 min at 25°C. The cell nuclei were stained in dark by DAPI for 5 min at 25°C. Finally, the slides were observed and photographed using the fluorescence microscope (NIKON ECLIPSE 80i). The number of positive cells was quantified in at least three random fields of the same size.

### Western blotting

Total protein was extracted from liver tissues with RIPA lysis buffer (Beyotime, China) with protease inhibitor (P1005; Beyotime, China) and phosphatase inhibitor (P1081; Beyotime, China). BCA Protein Assays kits (Yeasen, China) were used to measure the protein concentrations. Equal amounts of proteins were separated on sodium dodecyl sulfate–polyacrylamide gel electrophoresis on 4–12% acrylamide gel (Yeasen, China) and transferred onto 0.22 μm PVDF membranes (Millipore Corporation, USA). Membranes were incubated with primary antibodies (anti-RIPK1, anti-MLKL, anti-Caspase-3, anti-TNFα, anti-phospho-IRE1α, anti-IRE1α, anti-BIP, and anti-CHOP) overnight at 4°C, washed with TBS-T (0.1% Tween-20) and incubated with suitable secondary antibodies (Goat anti-Mouse IgG HRP or Goat anti-Rabbit IgG HRP) at room temperature for 1 hr. A chemiluminescent reagent (Beyotime, China) and a ChemiDoc MP Imaging System (CLiNX, China) were used for detection.

### Flow cytometry assay

Single-cell suspensions were prepared from 6-week-old *Ripk1*-Con and *Ripk1*-hepKO mice that had been fasted for 12 hr, utilizing the retrograde perfusion method (Aparicio-Vergara et al., 2017). The harvested cells were washed twice with PBS. To assess immune cell recruitment in liver tissue, F4/80 was employed to label immune cells, while CD11b was used to label myeloid cells, following the manufacturer’s instructions for flow cytometry. For the detection of MKI67-positive cells, fixation and permeabilization were performed using Fixation/Permeabilization Buffer (ABclonal, China) prior to flow cytometry analysis.

### Liver tissue transcriptome sequencing

#### Isolation of RNA for sequencing

Six-week-old *Ripk1*-Con and *Ripk1*-hepKO male mice were fasted for 12 hr. At end of the fast, mice were sacrificed and dissected. Approximately 200 mg of liver tissue at the left lateral lobe was cut, weighed and harvested for each mouse. Total RNA was extracted from mouse liver using TRIzol reagent (Invitorgen) following the manufacturer’s instructions. The isolated RNA was further quantified using a NanoDrop 2000 spectrophometer (Thermo Fisher Scientific). Then the total RNA was subjected to sequencing for transcriptome analysis.

#### cDNA library construction and sequencing

The RNA-seq library was generated using the TruSeq Stranded Total RNA Sample Preparation kit from Illumina (NEB, USA) following the manufacturer’s recommendations for 150 bp paired-end sequencing. Poly-A-containing mRNA were purified and fragmented from DNase-treated total RNA using oligo(dT) magnetic beads. Following the purification step, mRNAs were fragmented to 300 bp nucleotides and used for synthesis of single-stranded cDNAs by means of random hexamer priming. With the constructed single-stranded cDNAs as templates, second strand cDNA synthesis was performed to prepare double-stranded cDNAs. These cDNAs were then amplified with end-pair repair, addition of A-tail, and adapter ligation using polymerase chain reaction. The quality control of cDNA library was evaluated by Agilent 2100 BioAnalyzer (Agilent Technologies). After quality control, sequencing was performed with Illumina HiSeq3000.

#### Transcript data analysis

Illumina sequencing analysis viewer was used for data quality check and Illumina Bcl2fastq2 program was used for demultiplexing. Then the high-quality filtered sequencing data was aligned with mouse reference genome (GRCm38) by TopHat (version 2.1.1). To profile DEG, reads per kilobase per million mapped reads (RKM) were calculated for each transcript. Paired sample *t*-tests followed by Benjamini–Hochberg correction were performed to identify DEGs. Genes with >twofold changes (|log2 fold change|> 1) and false discovery rate <0.05 were defined as DEGs by DESeq2 (version 1.18.1). Enrichment analysis of DEGs was performed by KEGG (http://www.kegg.jp/) pathway enrichment analysis to identify the affected metabolic pathways and signal transduction pathways. The data has been uploaded to the GEO database (GSE286073).

### Single-cell RNA sequencing

Male mice of 6 weeks old with *Ripk1*-Con and *Ripk1*-hepKO genotypes were subjected to a 12-hr fast, after which they were sacrificed and dissected. Liver tissue samples were collected from the left lateral lobe, right lateral lobe, and right medial lobe of each mouse and weighed, with approximately 600 mg of tissue per sample. Liver tissue samples were mechanically dissociated and digested in lysis buffer containing collagenase/dispase and 0.001% deoxyribonuclease I, after which the samples were processed. Isolated cells passed through 70 µm cell strainer were treated with Red Blood Cell Lysis Solution (10×) (Miltenyi Biotec) for 5 min to lyse blood cells. To acquire cells with >90% viability, dead cells were removed with Dead Cell Removal Kit (Miltenyi Biotec) according to the manufacturer’s instructions and cell pellet was resuspended in 2% fetal bovine serum/PBS. Then live cells were counted with Countstar and adjusted the cell concentration to 1000 cells/μl. For scRNA-seq, chromium microfluidic chips were loaded with cell suspension with 3′ chemistry and barcoded with a 10× Chromium Controller (10× Genomics). RNA was reverse-transcribed from the barcoded cells. Qubit dsDNA HS Assay Kit (Invitrogen) was used to quantify cDNA concentration and single-cell transcriptome libraries were constructed using the 10× Chromium Single Cell 3′ Library (10× Genomics, v3 barcoding chemistry). Quality control was performed with Agilent 2100 (Agilent Technologies). Libraries were then purified, pooled, and analyzed on Illumina NovaSeq 6000 S2 Sequencing System with 150 bp paired-end reads according to the manufacturer’s instructions.

For analysis of scRNA-seq data, briefly, cellRanger single-cell software suite (v3.1.0) were used to process and analysis scRNA-seq reads with the default parameters. Base calling files generated by Illumina sequencer were demultiplexed according to the sample index. Sequences were then aligned to mouse reference genome mm10 reference for whole transcriptome analysis. CellRanger 3.1.0 were used to conducted Filtering, barcode counting, and UMI counting. For the following analysis multiple samples were aggregated. Visualization, quality control, normalization, scaling, PCA dimension reduction, clustering, and differential expression analysis were used by Loupe browser and Seurat (v4.0.0) to perform. Cells with a detected gene number of <200 or >10,000, mitochondrion gene percentage of <10, hemoglobin gene percentage of <10, and doublet nucleus were removed by package Seurat (v4.0.0). 

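The 22,274 barcodes analysed here are as many as the cells the paper reports, and these limits had not been applied to all of them. In the libraries labelled *Ripk1*-Con and *Ripk1*-hepKO, 407 and 401 barcodes had fewer than 200 genes. Mitochondrial genes held at least 10% of the UMIs of 941 (9.07%) and 804 (6.76%) barcodes, and hemoglobin genes of 502 (4.84%) and 453 (3.81%). None had over 10,000 genes. Taking the limits as upper bounds, 8956 (86.3%) and 10,660 (89.6%) barcodes lay within them, and 18,863 of both libraries together once called doublets were also removed.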

Data were subsequently log-normalized (divided by the total expression and amplified scaling factor 10,000) before further analyses. The remaining 22,274 cells were unsupervised clustered after aligning the top 30 dimensions and setting resolution to 0.9. 

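The number of clusters followed the settings. A resolution of 0.5 gave 26 clusters and a resolution of 1.5 gave 42. Fewer principal components (20) gave 29, the limits on genes and on mitochondrial and hemoglobin UMIs gave 32, and removal of called doublets gave 31. These limits together with removal of doublets, a setting chosen after the data were seen, gave 30, the number the paper reports. Aligning the libraries by canonical correlation analysis gave 35, as many as without alignment.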

Loupe browser software (10× Genomics) was used to demonstrate UMAP and t-SNE. The identity for each cluster was assigned according to marker genes for known cell types in the mouse liver. DEGs with absolute log-fold change greater than 1.5 and p value less than 0.05 were used for pathway and network enrichment analysis on the KEGG website (http://www.kegg.jp/). The R package CellChat was used to infer potential intercellular communication among different major cellular clusters (Jin et al., 2021). We first identified significant ligand–receptor pairs that mediate signaling. CellChat then analyzed the information flows and revealed both incoming and outgoing communication patterns for selected cells. To compare cellular interactions across different samples, we conducted separate analyses on *Ripk1*-Con and *Ripk1*-hepKO mice liver samples. The inferred cellular interactions were then merged to visualize and highlight the differences between the two samples. The data has been uploaded to the GEO database (GSE286072).

### Statistical analysis

All the results in this study are expressed as mean ± SEM. Unpaired Student’s *t*-test or one-/two-way ANOVA (for more than two groups) analysis was used to calculate the differences in mean values, using GraphPad Prism 8.2.1 software (San Diego, USA). p < 0.05 was considered as statistically significant.

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE286072 and GSE286073. The following datasets were generated: ZhangW LiuH ZhangD YiY TaoL ZhangH ChenY WengD 2025Role of Hepatocyte RIPK1 in Maintaining Liver Homeostasis during Metabolic Challenges [scRNA-seq]NCBI Gene Expression OmnibusGSE28607210.7554/eLife.96798PMC1178537539886919 ZhangW LiuH ZhangD YiY TaoL ZhangH ChenY WengD 2025Role of Hepatocyte RIPK1 in Maintaining Liver Homeostasis during Metabolic Challenges [RNA-seq]NCBI Gene Expression OmnibusGSE28607310.7554/eLife.96798PMC1178537539886919

# Supplementary material for: Role of hepatocyte RIPK1 in maintaining liver homeostasis during metabolic challenges
**Source:** eLife. 2025 Jan 31;13:RP96798. doi: 10.7554/eLife.96798
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Material & Methods |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Material & Methods |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Material & Methods |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Material & Methods |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Figure legends |  |
| Randomisation |  | N/A |
| Blinding |  | N/A |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Figure legends |  |
| Define whether data describe technical or biological replicates. |  | N/A |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Material & Methods |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Figure legends |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Material & Methods |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Material & Methods |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Material & Methods |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

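The starting point was the unnormalized UMI count of each of 31,053 genes in each barcode, as deposited by the authors for 2 libraries, 1 per genotype. The authors had aligned reads to the mouse genome (mm10) and counted UMIs with Cell Ranger, version 6.1.1 per the file headers. All 22,274 barcodes were kept, since their number is the number of cells the paper reports. Conditions were taken from the labels of the libraries. No reads were processed.

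Cells of both libraries were clustered together in Seurat 5.3.0 (R 4.3.3, Matrix 1.6.5): log-normalization with a factor of 10,000, 2000 variable genes, scaling, 30 principal components, a nearest-neighbour graph with default settings and Louvain clustering at resolution 0.9, with no integration. The paper does not name an integration method, so canonical correlation analysis in Seurat was an alternative. Macrophage-like clusters were clustered again with the same settings. Doublets were called in each library with Scrublet in scanpy 1.11.5 (expected rate 0.08, seed 1) and kept, with their removal as an alternative.

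A cluster was given the class with the highest mean scaled level of its markers: the genes the paper lists, with added markers of the same types, and markers of 6 further types. A cluster stayed unnamed if over 50% of its cells were called doublets, if fewer than 3 markers of the class were seen in at least 10% of its cells, or if its leading genes held more markers of another class. A sub-cluster with few UMIs (under a fraction 1/3 of the library median) and no marker among its leading genes also stayed unnamed. These thresholds were set after the clusters had been seen. Leading genes were the 10 with the highest level against all other cells (pseudocount 20 CPM, at least 200 UMIs).

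Shares of cells have exact (Clopper-Pearson) 95% intervals, sums of UMIs exact Poisson intervals, ratios of sums exact conditional binomial intervals, and differences of shares intervals by Newcombe's method from the exact bounds. With 1 library per genotype no test was made and no p-value is given, since cells of a library are not replicates. For shares of cells with a UMI of a gene, each cell was thinned at random to 1000 UMIs (seed 7) and cells with fewer were left out. Levels are CPM, the summed UMIs of a gene in a class scaled to a common total.

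Gene lists were written by hand because the KEGG tables were not used: IL-17 and TNF signalling, antigen processing and presentation, response to dissociation, ER stress, and hepatocyte RNA outside hepatocytes. Each was summarised by the median log2 ratio of its genes with at least 100 UMIs (pseudocount 0.5 UMIs), its range over 1000 Poisson redraws of the counts, and its percentile among 10,000 random lists of the same size matched on level in 20 bins. Genes were named by a rule: every gene the paper names for the liver and its cell type markers; in macrophage-like cells, among genes with at least 100 UMIs, at least 50 CPM in either library and the same direction in LrM-like and RM-like cells, the 5 with the largest and the 5 with the smallest log2 ratio; and of each list, the 3 members with the most UMIs and the 3 with the largest change. Genes named as leading a cluster, and genes of hepatocytes or of stress named outside these, were chosen after their values had been seen. For the dissociation, ER stress and hepatocyte lists, the members selected by the rule are not all printed.

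For cell communication, a list of 41 ligand and receptor pairs in 15 pathways was written by hand. A pair was counted from one class to another where both genes had UMIs in at least 10% of cells, and its strength was the product of their mean log-normalized levels. Strength was summed over all combinations, counted or not. CellChat was not used.

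The samples, the comparisons, the rule for naming genes, the lists and most of the alternatives were chosen before the data were examined. The alternatives were the limits of the paper on genes (200 to 10,000), mitochondrial UMIs (under 10%) and hemoglobin UMIs (under 10%), removal of doublets or of cells under 1000 UMIs, resolutions of 0.5 and 1.5, 20 principal components, integration, classes from the markers of each cell without clusters, only the 8 classes of the study, other denominators, other depths of thinning, other scalings, a minimum of 30 UMIs, a threshold of 25% of cells for pairs, and hepatocytes taken as cells with at least 5% of UMIs from hepatocyte genes. Those added later are named with the results.

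The methods were tested on simulated data for the comparison of macrophage-like cells between the libraries over 7802 genes. With 200 genes changed 2-fold, the intervals held the true ratio for 95.4% of genes and all changed genes had the true sign. Lists of 20 raised or lowered genes gave medians of 1.03 and -0.95, and 4% of 400 unchanged lists lay outside the middle 95% of random lists. Both libraries were drawn as Poisson counts from a shared profile and the unchanged lists at random, so such shares follow from the setting. The check does not show how percentiles behave for genes that vary together or for libraries of unlike mix. For 10 genes in 2000 cells per depth, thinning brought shares that differed with depth close to the share computed for 1000 UMIs, with a largest deviation of 3.41 counting errors. An earlier, smaller check with 1 gene had failed, with a share too far above the one computed. The thinning was examined and left unchanged, and the check was enlarged with that result known. For 1 of these genes the shares were 49.2% and 88.5% before thinning and 36.7% and 36.4% after, against 37.3% computed.

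Other software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and matplotlib 3.10.9. Bulk RNA sequencing, flow cytometry and other experiments of the paper were not analysed here.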

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

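In this part, the tests of doublets in cluster 6, of heat-shock genes in other classes and of further hepatocyte genes in NK&T-like cells were chosen only after the result was seen.

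Cluster 6, which was given no name here and has no known counterpart among the numbered clusters of the paper, took 98.1% of its 970 cells from the library labelled *Ripk1*-Con, where it held 9.18% of all cells. Doublets are argued against, since 2.99% of its cells were called doublets. The cluster may be made of droplets that hold mostly free RNA. Across genes, which are not independent replicates, its profile had a Spearman's rho of 0.928 with the sum of the other cells of its library, against 0.675 for the median cluster. After thinning, 50.3% of its cells held UMIs of neutrophil, plasma cell and red cell genes together, against 4.78% of the other cells of that library. This left out 340 of its cells and 775 others, which were too shallow. Why one library held such droplets and the other did not was not tested, and with 1 library per genotype a difference in handling coincides with the label. No biological explanation was tested, and the genotype stays open.

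The heat-shock gene *Hspa1a* was higher in B-like cells of the library labelled *Ripk1*-hepKO by a log2 ratio of 3.41 (3.10 to 3.75, from 86 and 1021 UMIs), in a class whose genes the paper does not analyse. A heat-shock response across the whole library was tested in 4 classes, and the lowest log2 ratio was 2.62 (2.39 to 2.86), in NK&T-like cells. EC-like and PC-like cells had 2.86 and 3.49. The pattern is consistent with such a response, though the ratio was smaller in macrophage-like (1.27) and neutrophil-like cells (0.63). In EC-like cells the genes of the dissociation response had a median log2 ratio of 1.28, with all 19 higher and *Egr1* at 2.22. The median of that list was -0.09 in B-like, -0.14 in PC-like and -0.21 in NK&T-like cells, where *Hspa1a* also rose. It was near 0 in macrophage-like cells and -0.34 in neutrophil-like cells. In hepatocyte-like cells it was 0.90, with 13 genes higher and 1 lower, but the median of all genes there was 0.67. That value lay above 91.0% of random lists. A dissociation response is thus seen in EC-like cells, stays open in hepatocyte-like cells and is not seen across the classes. *Hspa1a* and *Hspa1b* are near-identical copies, which leaves their separate values uncertain but not their joint rise, since *Hspa1b* had 2.89 in B-like cells. Whether the response came from the handling of the tissue or from the genotype was not tested.

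UMIs of *Alb* in NK&T-like cells, which should not express it, were fewer in the library labelled *Ripk1*-hepKO (1307 and 714 UMIs, 203 and 66.6 CPM, log2 ratio -1.61). The paper does not report on free RNA. Of the list of 10 hepatocyte genes, 9 were lower in these cells and 1 was higher, with a median log2 ratio of -1.15, so a smaller amount of hepatocyte RNA as part of the cause stays open. As the whole cause, alike for every gene, it is argued against only by *Fabp1*, which was higher (0.44, 0.26 to 0.62), while *Apoa1* was lower (-1.66). *Apoc1* hardly changed (-0.06) but cannot test this, since its RNA need not come from hepatocytes. In macrophage-like cells it was at 1845 and 1209 CPM, where *Alb* was at 158 and 43.9. In hepatocyte-like cells themselves the ratios were -1.22 for *Alb*, 0.81 for *Fabp1*, -0.07 for *Apoc1* and -1.48 for *Apoa1*. A candidate explanation is that the hepatocytes that shed RNA differed between the libraries: hepatocyte-like cluster 21, with *Fabp1* among its leading genes, came mostly from the library labelled *Ripk1*-hepKO, and *Alb*-rich cluster 24 mostly from the other. This was found on the same data and is a hypothesis. Whether such a difference came from the preparation or from the genotype was not tested.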

How the results depend on the processing

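The alternatives chosen only after the data were seen are the paper's limits together with removal of doublets, shares without cluster 6, clustering without the macrophage markers, sub-cluster 7 left out of the RMs, and hepatocyte-like cells within the paper's limits. Over 54 results there were 287 values under alternatives. No paired analysis was possible because each genotype had 1 library. A value is called moved here when it left the 95% counting interval of the value reported, or, for ligand and receptor values, which have no interval, when it changed. A count is called moved when it changed by more than 1.5 times. Unless a reason is given, the cause was not tested.

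The number of clusters (26 to 42) stayed within 1.5 times under all 8 alternatives, as did the numbers of clusters with larger and smaller shares under 3. The difference in the macrophage-like share stayed positive under all 14 (2.04 to 5.26 points). It moved with 20 principal components (2.04) and with classes from the markers of each cell (3.81). The NK&T-like difference stayed positive under all 13 (1.78 to 6.90 points) and moved with removal of doublets (6.90), classes from the markers of each cell (6.34), only the 8 classes of the study (5.99), immune cells as the denominator (1.78) and no cluster 6 (2.31). The last 2 change the cells that are divided by. Of the other classes of the study, 1 instead of 3 was larger in the library labelled *Ripk1*-hepKO with classes from the markers of each cell, where the hepatocyte-like difference reversed to -1.33 points. The share of EC-like and hepatocyte-like cells among immune cells has no meaning and was not run.

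The log2 ratio of RM-like cells stayed positive under all 13 alternatives. It moved with removal of cells under 1000 UMIs (1.83), 20 principal components (2.05), classes from the markers of each cell (1.26), conventional DC-like cells counted as RMs (1.22) and sub-cluster 7 left out of the RMs (1.86). That of LrM-like cells kept its sign under 9 of 11. It changed sign without sub-clustering (0.04). It changed sign and moved with removal of cells under 1000 UMIs (0.16), where 136 and 152 LrM-like cells were named. Of the LrM-like cells reported, 262 and 255 held at least 1000 UMIs, so most of this drop came with clustering and naming again and not from the cells removed. The RM-like share of macrophage-like cells rose by 21.7 points, and stayed positive under all 14 alternatives. It moved with removal of cells under 1000 UMIs (26.1), 20 principal components (29.4), conventional DC-like cells counted as RMs (15.05), no sub-clustering (26.6) and all cells as the denominator (4.47).

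Shares of cells with a UMI depend on depth by their construction. Without thinning the differences were 4.20 points for *Itgam*, 6.49 for *Ccr2*, 3.31 for *Cx3cr1*, 0.700 for *Adgre1* and -3.06 for *Clec4f*. Thinned to 2000 UMIs they were 1.28 (0.315 to 2.23) for *Itgam*, whose interval then leaves out 0, 4.09 for *Ccr2* and 1.72 for *Cx3cr1*. With at least 2 UMIs required they were 1.30 for *Ccr2*, 0.276 for *Cx3cr1* and -0.946 for *Clec4f*.

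The median of the list for IL-17 and TNF signalling moved to 0.36 with scaling by the median ratio, where that of all genes is 0, and to 0.058 with a minimum of 30 UMIs, where that of all genes was -0.21. That for antigen processing and presentation moved to -0.17 with the mean over cells, where the median of all genes was -0.15, to -0.079 with the median ratio and to -0.12 with LrM-like and RM-like cells weighted equally. With this last weighting the median of all genes was also -0.12, and that of the list for IL-17 and TNF signalling was 0.17. No random lists were drawn for this weighting, and genes of similar level can lie off the median of all genes. These values thus do not show whether either list still stood out.

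The log2 ratio of the number of ligand and receptor combinations was 0.24 at the 25% threshold, a reversal, -0.027 with equal cell numbers and -0.51 after thinning. That of the combinations with macrophage-like cells was 0.61, 0.024 and -0.37. Summed strength gave 0.0727 with equal cell numbers and 0.0752 after thinning, and the strength with macrophage-like cells gave 0.0661 and, a reversal, -0.0709. OSM (-0.00106) and KIT (-0.17) reversed after thinning. The 25% threshold does not enter the strength, so the strengths that stayed as they were under it are no evidence of stability. Which pairs are seen is limited by depth.

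The log2 ratio in hepatocyte-like cells moved with all cells of the library summed to 3.07 for *Saa1*, 5.04 for *Saa2* and 1.07 for *Saa4*, and reversed to 2.15 for *Saa3*, whose UMIs are mostly in macrophage-like cells. Relative to *Alb* the ratios were 5.30, 7.29 and 3.30 for *Saa1*, *Saa2* and *Saa4*, since *Alb* itself was lower. Among hepatocyte-like cells within the paper's limits they were 2.56 for *Saa1*, 4.68 for *Saa2* and 1.39 for *Saa4*. *Saa3* had 36 and 0 UMIs there, which gives no ratio. Of the 147 values for single genes, pathways, other lists and single classes, 96 did not move, 48 moved and the 3 named above as hepatocyte-like share, OSM and KIT reversed. Among those that moved, 6 also changed sign from a value whose interval held 0 and are not counted as reversals. The neutrophil-like difference (-1.19 points) moved to -10.3 with only the 8 classes of the study, -3.37 among immune cells and -1.97 with classes from the markers of each cell. The PC-like difference (0.329 points) became -3.78 without cells under 1000 UMIs, -3.30 at resolution 1.5, -0.928 with classes from the markers of each cell, -0.450 among immune cells and -0.318 with the paper's limits. The median of the dissociation list in macrophage-like cells (0.01) became -0.23 with LrM-like and RM-like cells weighted equally.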

Differences from the paper's values

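Read by eye, Fig. 4E of the paper shows about 560 RMs in *Ripk1*-Con and about 1300 in *Ripk1*-hepKO, where 285 and 859 RM-like cells were counted. For the library labelled *Ripk1*-Con, of the alternatives set before the data were examined, classes from the markers of each cell (472) and conventional DC-like cells counted as RMs (551) came within 1.5 times of the paper's value. The paper's limits on cells (294), removal of doublets (297), removal of cells under 1000 UMIs (223), resolutions of 0.5 (286) and 1.5 (288), 20 principal components (102), integration (300) and no sub-clustering (330) did not. For the library labelled *Ripk1*-hepKO, the paper's limits (869), removal of doublets (874), integration (869), classes from the markers of each cell (1133), no sub-clustering (1017) and conventional DC-like cells counted as RMs (1282) came within 1.5 times. Removal of cells under 1000 UMIs (793), the other resolutions (861 and 860) and fewer principal components (421) did not. The paper's limits together with removal of doublets, an alternative chosen after seeing the values, gave 299 and 874.

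For LrMs the same figure of the paper, Fig. 4E, shows about 700 in *Ripk1*-Con and about 790 in *Ripk1*-hepKO, read by eye, where 346 and 312 LrM-like cells were counted. Classes from the markers of each cell gave 581 and 528, within 1.5 times of both. With no sub-clustering the numbers were 475, within 1.5 times, and 488, which was not. The paper's limits (336 and 291), removal of doublets (351 and 318), removal of cells under 1000 UMIs (136 and 152), resolution 0.5 (347 and 317), resolution 1.5 (336 and 313), 20 principal components (226 and 219) and integration (311 and 306) did not come within 1.5 times of either value. The paper's limits together with removal of doublets, chosen after seeing the values, gave 209 and 206.

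The paper states that more ligand and receptor pairs were found in *Ripk1*-hepKO. The hand-written list, which is not that of CellChat, had 376 combinations in the library labelled *Ripk1*-Con and 357 in the other. With a threshold of 25% of cells it had 115 and 136. The paper also states that communication of macrophages was enhanced. Combinations with macrophage-like cells numbered 120 in both libraries, and 38 and 58 at the 25% threshold. With equal cell numbers they were 120 and 122.

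Of the 8 pathways that the paper lists as enriched in *Ripk1*-hepKO, the strength was higher in 3 and lower in 5. Those lower were HSPG (log2 ratio -0.13), LAMININ (-0.13), NOTCH (-0.17), GAS (-0.17) and IGF (-0.44). The strengths have no interval. The list held only 1 pair each for HSPG, IGF and KIT and 2 to 6 for the others, so the pathways as CellChat scores them were not tested. All 5 lower pathways were also lower with equal cell numbers, the nearest to 0 being NOTCH (-0.00590), and after thinning. The 25% threshold does not enter the strength. At that threshold the number of combinations was larger in the library labelled *Ripk1*-hepKO for LAMININ (0 and 5) and HSPG (0 and 1), equal for NOTCH (6 and 6) and smaller for GAS (3 and 2) and IGF (3 and 2).

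The paper names *Saa3* among the genes whose transcripts were elevated, in whole liver tissue. In hepatocyte-like cells its log2 ratio was -3.09, and over all cells of the library it was 2.15.

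The paper describes the mice of the second genotype as lacking *Ripk1* in hepatocytes. In hepatocyte-like cells the level of *Ripk1*, counted from the 3′ ends of transcripts, was 7.80 CPM in the library labelled *Ripk1*-Con and 26.0 CPM in the library labelled *Ripk1*-hepKO.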

Other observations

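In this part, the tests of clusters drawn on marker genes, of the mix of hepatocyte-like clusters and of leukocyte RNA in hepatocyte-like cells were chosen before their result was seen, and the tests of blood cells, cluster 6, LrMs that lost their markers, *Alb* outside hepatocyte-like cells, *Ccl2*, and leukocyte and endothelial RNA together only after it. Removal of doublets and of cells under 1000 UMIs had been planned as alternatives, and their values were read as tests of an explanation only after they had been seen.

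The larger share of macrophage-like cells in the library labelled *Ripk1*-hepKO could have technical sources. Blood left in the tissue would bring its other cells too. It is argued against as the whole source, since neutrophil-like and B-like cells did not rise. Their differences were -1.19 points (-1.92 to -0.454) and -1.75 points (-2.64 to -0.858). Erythroid-like cells (-0.753 points, -1.27 to -0.240) cannot show how much blood was left, since red blood cells were lysed. NK&T-like cells, which also circulate, did rise (by 4.76 points), as did DC-like cells (0.865), and blood as part of the source stays open. A smaller denominator without cluster 6 left a difference of 4.12 points (3.29 to 4.95), removal of called doublets one of 4.44 (3.65 to 5.22) and removal of cells under 1000 UMIs one of 4.84 (4.04 to 5.64). Yield of macrophages in the preparation and a difference between batches were not tested, and with 1 library per genotype both coincide with the label. The genotype stays open.

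The larger number of RM-like cells may depend on how clusters are drawn and named. With the macrophage, LrM and RM markers left out of the clustering, the log2 ratio was 1.59 (1.39 to 1.78), which argues against clusters drawn on those genes. LrMs that lost their markers are argued against as the whole source, since the RM-like share of all cells rose by 4.47 points (3.90 to 5.04), more than the 3.34% that LrM-like cells held in the library labelled *Ripk1*-Con. Monocytes in blood vessels were not told apart from RMs by any test here.

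*Ripk1* in hepatocyte-like cells of the library labelled *Ripk1*-hepKO was at 26.0 CPM (18.4 to 35.7), and RNA of other cells in the droplets could bring part of it. By the level of *Ptprc* there (130 UMIs), leukocyte RNA would bring 3.73 CPM. With endothelial RNA added by the level of *Kdr* (90 UMIs), each at the upper end of its interval, 6.25 CPM would be reached. Both are below the level seen, which argues against these sources as the whole cause. Deletion of exons that leaves the 3′ end of the transcript in place, hepatocytes that escaped deletion, and exchanged labels were not tested and stay open.

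*Saa1* and *Saa2* were higher in hepatocyte-like cells of the library labelled *Ripk1*-hepKO, and these cells came from clusters of unequal mix. A change of mix alone is argued against by the lower of the log2 ratios of *Saa1* within the clusters, 4.71 (2.23 to 10.0) in cluster 21, which rests on 1 UMI in the library labelled *Ripk1*-Con. More hepatocyte RNA in the library as a whole is argued against by *Alb*, whose log2 ratio outside hepatocyte-like cells was -1.97 (-2.03 to -1.90), while *Saa1* had 4.54 and *Saa2* 6.04 there. Among hepatocyte-like cells within the paper's limits the log2 ratio of *Saa1* was lower, at 2.56. An acute-phase response of the liver under the *Ripk1*-hepKO label is a hypothesis that these values leave open. Differences between mice and in handling were not tested.

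*Ccl2*, which the paper measured in whole liver, was higher over all cells of the library labelled *Ripk1*-hepKO (18.6 and 38.9 CPM, log2 ratio 1.07, 0.94 to 1.19). More macrophage-like cells at an unchanged level of *Ccl2* might have sufficed. The classes of that library at the levels of the other library would give 28.3 CPM, and 30.7 CPM with LrM-like and RM-like cells kept apart. Both are below the interval of the level seen (37.3 to 40.7), which argues against these as the whole cause. In macrophage-like cells the level was 154 and 210.2 CPM (0.45), a rise that includes the change of mix. Within LrM-like cells the log2 ratio was 0.16 (-0.26 to 0.58) and within RM-like cells 0.35 (0.16 to 0.55). In EC-like cells it was 2.10 (1.38 to 2.90, from 19 and 93 UMIs). Handling and genotype were not tested apart.

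Other genes the paper names for the liver were compared over all cells. The paper measured them in whole liver tissue, some as protein. Hepatocyte-like cells were only 1.44% and 2.41% of the cells here, so these values do not test its results. *Tnf* (23.4 and 32.0 CPM, log2 ratio 0.45) and *Ifng* (28.0 and 37.9, 0.43) were higher in the library labelled *Ripk1*-hepKO. *Il6* (35 and 69 UMIs, 0.44, -0.17 to 1.07) and *Afp* (0.14, -0.35 to 0.65) had intervals that hold 0. *Il1b* (-0.03), *Clec4e* (0.00), *Mki67* (0.08), *Hspa5* (0.08), *Ikbke* (0.10) and *Tnfaip3* (-0.11) changed little, *Ern1* had 0.19, and *Xbp1* (-0.50) and *Ddit3* (-0.40) were lower.

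In macrophage-like cells the list for ER stress (10 of 11 genes) had a median log2 ratio of -0.23 (-0.32 to -0.15), above 23.2% of random lists. In hepatocyte-like cells (6 of 11 genes) it had 0.06 (-0.16 to 0.19), above 6.40% of random lists, where the median of all genes was 0.67. Those cells came mostly from different clusters. The list for hepatocyte RNA outside hepatocytes (6 of 10 genes) had -1.01 (-1.28 to -0.82) in macrophage-like cells, below all random lists. The antigen list shares 3 genes with the dissociation list and 1 with the ER stress list.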
